# *In silico* analysis of the *Mus musculus* uterine gene expression landscape during pregnancy identifies putative upstream regulators for labour

**DOI:** 10.1371/journal.pone.0204236

**Published:** 2018-09-20

**Authors:** Febilla Fernando, Souad Boussata, Aldo Jongejan, Joris A. van der Post, Gijs Afink, Carrie Ris-Stalpers

## Abstract

**Background:**

The molecular pathways involved in the transition from uterine quiescence to overt labour are mapped and form the currently established pharmacological targets for both the induction and inhibition of human labour. However, both spontaneous premature labour and functional dystocia occur and are difficult to treat adequately. The identification of upstream regulators involved in the onset and orchestration of labour pathways is essential to develop additional therapies that will contribute to the regulation of the timing of birth.

**Objectives:**

To define uterine biological processes and their upstream activators involved in the transition from uterine quiescence to overt labour.

**Study design:**

The uterus of non-pregnant and pregnant FVB *M*. *musculus* is collected at embryonic days (E) 6.5, 8.5, 10.5, 12.5, 15.5 and 17.5 and the uterine transcriptome is determined using the Illumina mouse Ref8v2 micro-array platform. K-means clustering and Ingenuity Pathway Analysis are applied to further dissect the transcriptome data.

**Results:**

From E6.5 to E17.5, 5405 genes are significantly differentially expressed and they segregate into 7 unique clusters. Five of the 7 clusters are enriched for genes involved in specific biological processes that include regulation of gene-expression, T-cell receptor activation, Toll-like receptor signalling and steroid metabolism. The identification of upstream activators for differentially expressed genes between consecutive time points highlights the E10.5 to E12.5 window during which the role from progesterone switches from an activated state to the inhibited state reflecting the process of functional progesterone withdrawal essential for the transgression from myometrial quiescence to synchronized contractions. For this time window in which 189 genes are differentially expressed we define 22 putative upstream activators of which NUPR1 and TBX2 are the most significant with respectively an activated and an inhibited status.

**Conclusions:**

Gene expression profiling of mice uterus from E6.5 to E17.5 results in 7 unique gene expression clusters from early to late pregnancy that define the landscape of molecular events in ongoing pregnancy. In the current dataset progesterone is predicted as an activated upstream regulator and maintainer of myometrial quiescence and is active till E10.5. Progesterone is predicted as an inhibited upstream regulator at E12.5. We identify 22 upstream regulators in the E10.5 to E12.5 time window where the switch to progesterone withdrawal occurs. They are putative relevant upstream activators of labour.

## Introduction

The transition from uterine quiescence to overt labour in placental mammals is marked by functional progesterone withdrawal, induction of prostaglandins, increase of pro-inflammatory cytokines and interleukins, activation of the oxytocin receptor by oxytocin and increase of voltage gated Ca^2+^ channels facilitating contractions [1]. These processes have been investigated in detail and are rational and established therapeutical targets to intervene in the process of human labour when it either occurs preterm and/or does not advance properly as in functional labour dystocia.

Functional dystocia is defined as inadequate uterine activity where delivery fails to progress during the active phase of labour [2, 3]. Functional dystocia highly contributes to caesarean rates in nulliparous women [4, 5]. early interventions such as the administration of oxytocin only result in a clinically modest reduction in the caesarean section rate [6]. This implies that further activation of the oxytocin receptor only is not sufficient to generate strong synchronized contractions during the active phase of labour.

Preterm birth, defined as delivery before the 37th week of gestation, is the most common cause of neonatal mortality and the second leading cause of death in children under five years of age [7]. Preterm birth is associated with immediate and long term morbidity as well as growth and developmental delay [8, 9]. Progesterone treatment, counteracting the functional progesterone withdrawal, or administration of cyclooxygenase inhibitors to inhibit prostaglandin synthesis, do not substantially reduce the risk of preterm birth [10–13]. Although oxytocin receptor antagonists and calcium channel blockers are effective in delaying preterm delivery (~7 days) [14–16] the majority of the women (~65%) receiving this treatment still deliver preterm [17]. Research on understanding mechanisms governing parturition initiation has recently escalated owing to the increasing rates of preterm birth around the globe over the last 2 decades [18].

In the current study we aim to identify upstream regulators with a putative role in triggering molecular pathways relevant for the synchronized contractions necessary to attain a timely vaginal delivery.

In humans, it is unethical and thus impossible to track the uterine gene expression changes throughout gestation in relation to the initiation of parturition, making it necessary to use animal models. All animal models used to study human parturition have their limitations [19]. Because of their relative short gestation varying from 18.5 to 20.5 days, their fully available genome sequence and the opportunity to harvest uterine tissue during gestation, mice are an ideal species to perform gestational gene expression studies. It has been demonstrated that mice can mimic human pathologies with respect to the infection induced preterm birth [20–23].

Functional withdrawal of progesterone is essential for the progression from quiescence to overt labour. While maternal progesterone levels in rodents decline near term, in humans they remain high till birth and is it the switch of the highly bioactive B isoform of the progesterone receptor to a less bioactive A isoform that contributes to functional progesterone withdrawal [24]. This classic distinction between man and mice is less absolute then sometimes reported. The declined maternal progesterone levels in mice towards term remain well above the dissociation constant for binding to the progesterone receptor and the switch in progesterone receptor isoform expression also occurs in mice [25, 26]. In addition, functional progesterone withdrawal is in part achieved by increased local progesterone metabolism, a process similar in mice and human [26].

The downstream effects of functional progesterone withdrawal are induction of prostaglandins, pro-inflammatory mediators, expression of gap junction protein alpha 1 (connexin-43) and the oxytocin receptor. Although these processes in mice parturition are also not fully identical to human parturition there are demonstrable similarities [1, 19, 25–29]. Uterine specific knockout of *Trp53* in mice results in both preterm birth and dystocia [30]. Previous RNA microarray studies on mouse uterus have mostly focused on selective time points during late gestation establishing pathways relevant to labour that are similar to those also relevant for human parturition [23, 26, 31–35].

Gene expression related time course studies on a prolonged earlier time periods of mouse gestation have not yet been reported and they are essential to define novel upstream triggers for labour associated pathways. The utilization of varying gestational time points, mice strains, experimental setups, interventions and array platforms used makes the merging of existing gene expression data extremely difficult and hampers the identification of potential upstream regulators.

In the current study, we define the gene expression patterns in FVB mouse uterus across gestation from E6.5 to E17.5. We identify gene expression clusters and define novel putative upstream regulators for labour.

## Materials & methods

### Tissue collection and sample preparation

All experimental procedures in this study were approved by the Animal Ethics Committee of the Academic Medical Center, Amsterdam, The Netherlands (Permit Number: DVF102563). All methods were performed in accordance with relevant guidelines and regulations. FVB/N mice were purchased from Harlan Laboratories. Staged embryos were obtained by crossing FVB/N mice and checking the next morning for a vaginal plug. The morning of discovery of the vaginal plug was designated as embryonic day (E) 0.5.

Mice samples were collected after termination by carbon dioxide inhalation from non-pregnant (NP)and pregnant FVB mice at E6.5, E8.5, E10.5, E12.5, E15.5 and E17.5 respectively. NP mice were taken at random. Median ages were 81 days (range 56–146) for non-pregnant and 79 days (range 61–99) for pregnant mice. Uterine tissue from pregnant mice was collected at implantation sites. Embryonic/placental tissue was removed and decidua was scraped of using a sterile blade. Uterine tissue was immediately placed into RNAlater and processed according to the instruction of the manufacturer. Samples were stored at -80°C until further use. Total RNA from uterine tissue samples was isolated using Trizol reagent (Thermo Fischer Scientific; 15596026) after lysing the tissues using the MagNA lyser (Roche). Isolated total RNA was cleaned up using RNA easy mini kit (Qiagen; 74104). The integrity of the RNA was checked using the Bioanalyser (Agilent). Because of a poor RIN score (RIN <7), one tissue sample from E6.5 and one tissue sample from E8.5 were excluded for further downstream use. For each individual mouse, total RNA samples with a RIN score greater than 7 were pooled. In total 32 total RNA samples, NP (n = 4), E6.5 (n = 4), E8.5 (n = 4), E10.5 (n = 5), E12.5 (n = 5) E15.5 (n = 5) and E17.5 (n = 5) were labelled using the Illumina total prep RNA amplification kit (AMIL1791) with an input of 200ng/μl.

### Microarray hybridization

Illumina Mouse Ref8 platform was used to establish gene expression patterns of the current dataset. The hybridization of the microarray was performed by Service XS (Leiden, The Netherlands). For array hybridization 1 ug of total RNA of the uterus samples was used and samples were randomized over arrays.

### Microarray data preprocessing and analysis

The data analysis was performed using the statistical software package R (version 3.3.2). The quality of the dataset was checked using arrayQualityMetrics (version 3.30.0) for 3 main parameters: comparison between arrays, array intensity distributions, and individual array quality. No outlying samples were identified. Probes (5528) with a non-significant detection P value of >0.05 on all 32 arrays were filtered out and not used for subsequent analysis. Normalization was performed on 32 samples starting from the Illumina sample and control probe profiles using the normexp-by-control background correction, quantile normalization, and log2 transformation from the limma package (v3.32.2). If multiple probes were mapped to the same Entrez Gene identifier according to the illuminaMousev2.db package (v1.26), the probe with the highest standard deviation was chosen. Separate contrasts were constructed for calculating differential expression between consecutive time points (NP vs E6.5, E6.5 vs E8.5, E8.5 vs E10.5, E10.5 vs E12.5, E12.5 vs E15.5 and E15.5 vs E17.5). Differential expression between the experimental conditions (time points) was assessed with a moderated t test using the linear model framework from the limma package. Resulting P values were corrected for multiple testing using the Benjamini-Hochberg false discovery rate. Corrected P values ≤0.05 were considered statistically significant. The resulting significant genes were used for prediction of upstream regulators. The gap statistic method (clusGap R function-cluster package v.2.0.5) was used to determine the optimal n number of clusters based on the firstSEmax value. Subsequently, K-means clustering (default algorithm) was used to obtain gene clusters using the scaled normalized relative gene expression data on a log2 scale for each expressed gene using packages clValid (v0.6–6) and cluster (v2.0.2).

### Gene ontology and pathway enrichment analysis

The gene ontology (GO) Biological Process (2017) enrichment function provided by the Enrichr program [36, 37] was used for GO enrichment of all genes in each cluster. The GO enrichment was considered significant if it had a Benjamini-Hochberg adjusted P value less than 0.05. Pathway enrichment analysis for consecutive time point comparisons was done using the Enrichr program [36, 37] web based tool and the WikiPathways 2016 module.

### Prediction of upstream regulators

Ingenuity pathway analysis (IPA) [38], an approach considering experimental observations in any species, tissue or cell type, was utilized to predict upstream regulators of the DEGs between consecutive embryonic time points. The significant (differential genes across consecutive time points (DEGct) from every comparison (FDR<0.05) was imported into IPA as separate text files with gene symbols and log2 fold change values. Upstream regulators prediction was based on the direction of fold change of the genes using MouseRef8 as gene background. The upstream regulators were considered significant if they had a significant prediction Z score greater than 2. The program gives a P value of overlap with the downstream targets. The Z scores can independently predict the activation or inhibition of an upstream regulator independent of the p value of overlap.

### Data repository

The microarray data have been deposited in the NCBI Gene Expression. Accession number GSE85934.

## Results

### Quality control and normalization

The expression profiles of in total 32 samples (with a minimum of 4 different mice per time point) were analysed on Illumina mouse Ref8v2 micro-array platform. 

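The 32 uteri came from 4 non-pregnant mice, 4 at E6.5, 4 at E8.5 and 5 at each of the 4 time points from E10.5 to E17.5. In the pregnant mice the tissue was uterine wall at the implantation sites, with embryo and placenta removed and the decidua scraped off. The paper describes this dissection for pregnant mice only, so in comparisons with NP pregnancy and dissection cannot be told apart. Between 13827 and 14322 probes were detected in the NP mice, 13793 to 14357 at E6.5 and 13425 to 14275 at E17.5, and the lowest of the 32 libraries was an E15.5 mouse with 13280. The authors corrected the probe intensities for background with negative controls, quantile normalised them and took log2. The same steps were run here on the deposited intensities with limma's neqc, with the negative controls inferred from the detection p-values, and the resulting log2 values differ from the authors' by at most 0.0339. Of 25697 probes, 5528 had a detection p-value above 0.05 on all 32 arrays and were left out, and for each gene the probe with the highest standard deviation was kept, which left 13439 genes. All comparisons below share 1 limma fit with a mean for each of the 7 groups, and p-values are adjusted over all 13439 genes by the Benjamini-Hochberg method. After a log2 change ± is the standard error, and after a mean log2 value or a cluster mean it is the standard deviation between mice. A gene is said to rise or fall where limma's adjusted p is at most 0.05. The libraries' replicate numbers were not used in the main fit. Gene lists drawn up beforehand were tested with limma's camera at a preset correlation between genes of 0.01 and again with the correlation estimated from the data, a stricter test with so few mice. In 7 libraries, E10.5 replicate 4, E12.5 replicates 1 and 3, E15.5 replicates 2 and 3 and E17.5 replicates 2 and 5, the mean of a list of placenta or yolk sac genes lay over 0.5 log2 above the median of the time point, and counts without them, chosen after the values were seen, are given where they differ much. Leaving out as many libraries of each time point at random called as few genes in 36 to 63 of 100 draws, depending on the comparison. A lower count of genes without the 7 is thus not particular to them. Such draws were not made for counts of list members or targets.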

Principal component analysis (PCA) shows that uterine tissue samples harvested during same embryonic time points cluster together, indicating significant gestational age based gene expression differences between time points (Fig 1).

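Uteri of the same time point lay close together, and the first component set the early time points apart from the later ones. Most of the 32 mice had their nearest neighbours at their own time point, with E6.5 the tightest group and E12.5 the loosest. PC1 held 36.6 percent and PC2 15.5 percent of the variance of 13439 genes. The mean PC1 score rose from -52.2 ± 14.5 in NP through -43.5 ± 1.32 at E6.5 and -25.8 ± 9.75 at E8.5 to 9.15 ± 6.91 at E10.5, and it was 25.4 at E12.5, 33.2 at E15.5 and, lower again, 29.4 at E17.5. PC2 ran from 25.6 in NP down to -26.8 at E10.5 and back to 28.5 at E17.5, so it set mid-pregnancy apart from both ends. Krtdap, Slc6a12 and Prss29 weighed most on the low side of PC2 and Kap, Cxcl17 and Sprr2f on its high side, genes picked by their weight after the values were seen. The mean silhouette of the 7 groups was 0.11 (permutation p = 1e-05, the smallest that 100000 permutations can give), where 1 is full separation. By time point it was 0.314 at E6.5, 0.118 in NP and 0.0413 at E12.5. In all, 29 of 32 mice were nearest to their own time point and 5 had a silhouette below 0.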

**Fig 1:**
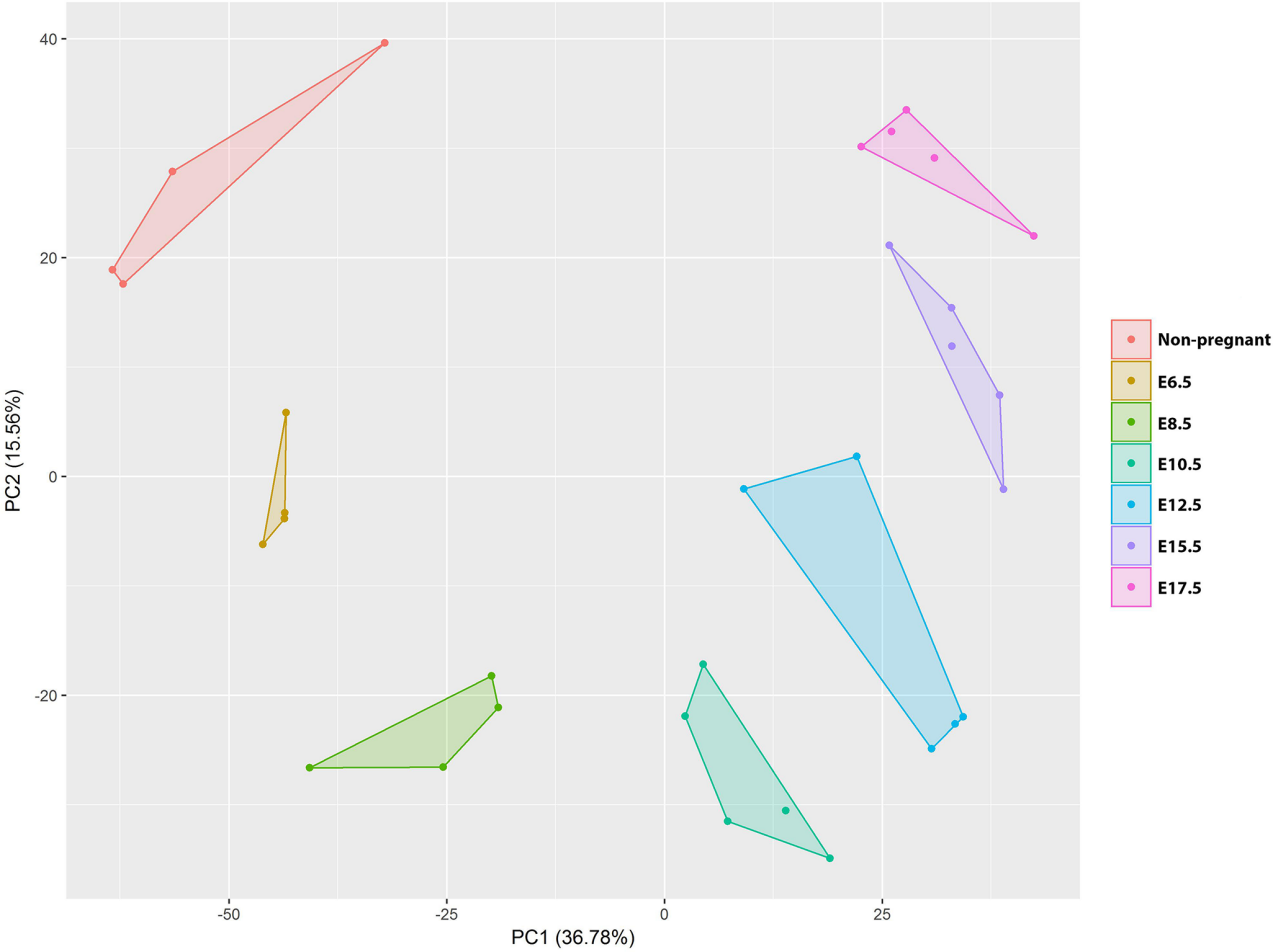
Principal component analysis (PCA). PCA of the quantile normalized dataset consisting of 32 mouse uterine RNA samples. The colours represent different embryonal days at which the tissue was harvested. % of total variance for PC1 and PC2 is indicated between brackets.

### Gene expression clusters during gestation from E6.5 to E17.5

To define patterns of gene expression during gestation, differential gene expression was calculated between a minimum of two consecutive or non-consecutive time points across gestation (DEGots). Applying an adjusted p value filtering <0.05, 5405 DEGots are identified. 

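Many genes of the pregnant uterus change at some point between E6.5 and E17.5, and the later a time point lies after E6.5 the more genes set it apart from E6.5. The largest swings among genes detected in every pregnant mouse include the betaine and GABA transporter gene Slc6a12, the gene Dmkn of the secreted epithelial protein dermokine, and the epithelial keratin gene Krt8. In the 28 pregnant mice 6786 of 13439 genes, 50.5 percent, differed between at least 2 of the 6 time points in any of 15 comparisons, and 5098 passed a single moderated F test over all time points. The copy of the study's list used here holds 5403 such genes, 2 fewer than the study reports. Of these 4899 were measured under the same symbol, and 4879 differed here as well, on the same samples and so not as independent evidence. E6.5 differed from E10.5 in 3003 genes, from E12.5 in 3618 and from E17.5 in 3939, and E12.5 from E17.5 in 1094. Slc6a12 had means of 5.75 ± 0.45 at E6.5 and 11.72 ± 1.26 at E12.5 (limma F test adjusted p = 7.8e-08, 4 and 5 mice), and Dmkn rose from 6.54 ± 0.97 at E6.5 to 12.45 ± 0.71 at E10.5 (limma F test adjusted p = 2.4e-10). Krt8 was lowest at E8.5, at 7.98 ± 1.28, and highest at E17.5, at 12.59 ± 0.44 (limma F test adjusted p = 4.5e-09).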

With a 1.5 log fold change (lfc) cut-off this reduces to 971 DEGots and with a 2 lfc cut off that number further decreases to 520. 

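The genes with large differences peak mostly late, and most of them are at their lowest at E6.5 or E8.5. Csf1, the gene of the macrophage growth factor, and the keratin gene Krt19 climb through pregnancy, while Nppa, the gene of atrial natriuretic peptide, is highest at E6.5. A difference of over 1.5 log2 was reached by 1071 of the genes and one of over 2 log2 by 586, and with the moderated F test the counts were 1050 and 580. Of the 586 genes, 220 were highest at E17.5, 100 at E15.5 and 81 at E6.5, whereas 263 were lowest at E6.5, 150 at E8.5 and 85 at E17.5. Csf1 had a mean of 7.25 ± 0.16 at E6.5 and of 11.97 ± 0.29 at E15.5 (limma F test adjusted p = 2.2e-09). Krt19 had a mean of 6.40 ± 0.33 at E6.5 and 10.88 ± 0.45 at E17.5 (limma F test adjusted p = 1.5e-09). Nppa stood at 11.22 ± 0.37 at E6.5 and fell to 6.90 ± 0.19 at E17.5 (limma F test adjusted p = 1.0e-09).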

To comprehend the entirety of gene expression networks and associated molecular pathways, the 5405 significant DEGots with no additional lfc were used for clustering and subsequent gene ontology enrichment analysis.

The gap statistic method [39] shows that the highest fraction of variance between differential gene expression patterns can be explained by 7 clusters (S1 Fig and Fig 2, S1 Table). 

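Clustering the time-dependent genes afresh gave groups much like the study's 7. Cell cycle genes, ribosomal protein genes, epithelium genes and yolk sac genes were each over-represented in 1 of the study's clusters. The 6786 genes found here were scaled over the pregnant mice and divided by k-means into 7 clusters, and over the 4877 genes shared with the study's clusters the adjusted Rand index was 0.836, where 1 is identity. Between 86.0 and 98.1 percent of the shared genes of each of the study's clusters fell in 1 cluster here, on the same mice and so not as independent evidence. With 6 clusters the index was 0.76 and with 8 it was 0.673. The 30 gene lists were also counted in the study's clusters, apart from cluster 4, whose copy lacks 2 genes. In all 19 of 180 pairs of list and cluster had a Fisher's exact test adjusted p of at most 0.05.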

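Cluster 1 stands highest at E6.5 and lower at every later time point of pregnancy. Among its genes, named after their values were seen, Mfap2 and Emilin1 encode microfibril and elastin interface proteins, Sfrp1 encodes a secreted inhibitor of Wnt signalling and Cxcl12 a chemokine. The mean of the 1104 measured genes of cluster 1 was 8.07 ± 0.03 at E6.5 in 4 mice, 7.74 ± 0.03 at E8.5, 7.32 ± 0.09 at E10.5 and 7.18 ± 0.07 at E17.5 in 5 mice. That of the 525 measured genes of cluster 2 was 8.08 ± 0.08 at E6.5 and 7.58 ± 0.02 at E8.5, and since both clusters were formed on these samples their shapes are not independent evidence. Mfap2 fell from 10.84 ± 0.11 at E6.5 to 7.98 ± 0.26 at E17.5 (limma F test adjusted p = 2.3e-13). Emilin1 went from 10.47 ± 0.22 to 8.88 ± 0.23 (limma F test adjusted p = 5.1e-11). Sfrp1 went from 10.19 ± 0.25 at E6.5 to 6.35 ± 0.63 at E17.5 (limma F test adjusted p = 1.5e-10). Cxcl12 went from 9.84 ± 0.32 to 7.70 ± 0.36 (limma F test adjusted p = 1.6e-07). Of 22 measured members of a list of progesterone response genes, 7 lie in cluster 1 (Fisher's exact test adjusted p = 0.0181), and in the closest of the clusters formed afresh the same number gave an adjusted p of 0.076.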

Cluster 1 and cluster 2 show relatively high expression at E6.5. Cluster 2 shows a slight increase of expression towards later pregnancy, which differentiates it from cluster 1. Both clusters 1 and 2 do not display any significant (adjusted P-value < 0.05) enrichment of gene ontology (GO) terms. 

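Cluster 2 is lowest at E10.5 and recovers part of its E6.5 level by E17.5. Mmp2, which encodes a gelatinase, Apoe, which encodes a lipoprotein component, and Kcnh2, which encodes a potassium channel of smooth muscle, trace this dip. The cluster mean was 7.26 ± 0.09 at E10.5, 7.34 ± 0.15 at E12.5, 7.49 ± 0.05 at E15.5 and 7.64 ± 0.07 at E17.5 in 5 mice each, while that of cluster 1 was 7.22 ± 0.14 at E12.5 and 7.18 ± 0.04 at E15.5. Between E15.5 and E17.5 7 genes of cluster 2 rose, and these counts on the samples that formed the clusters are not independent evidence. Mmp2 had a mean of 13.85 ± 0.10 at E6.5, 12.44 ± 0.22 at E10.5 and 12.69 ± 0.14 at E17.5 (limma F test adjusted p = 3.6e-08). Apoe stood at 11.24 ± 0.35, 9.96 ± 0.18 and 11.21 ± 0.16 at the same time points (limma F test adjusted p = 6.3e-05). Kcnh2 stood at 8.66 ± 0.26, 6.82 ± 0.46 and 7.63 ± 0.40 (limma F test adjusted p = 6.3e-05).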

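From E8.5 on, genes of ribosomes, ribosome assembly and cell division decline together in the uterus. Rpl13a, Gnl3 and Nop58 stand for protein synthesis (a ribosomal protein, a nucleolar protein and a component of the machinery that modifies ribosomal RNA), and Birc5, which encodes a protein of dividing chromosomes, for mitosis. Igf1, the gene of a growth factor that acts in the uterus under oestrogen, falls with them. The mean of the 929 measured genes of cluster 3 was 8.27 ± 0.10 at E6.5, 8.45 ± 0.06 at E8.5, 8.26 ± 0.05 at E10.5, 7.91 ± 0.07 at E12.5, 7.65 ± 0.06 at E15.5 and 7.61 ± 0.06 at E17.5 (4, 4, 5, 5, 5 and 5 mice). The cluster holds 28 of 57 measured ribosomal protein genes and 15 of 33 ribosome biogenesis genes (Fisher's exact test adjusted p = 4.3e-16 and 4.0e-08), and 50 of 55 cell cycle and DNA replication genes (adjusted p = 1.2e-50). The clusters were formed on these samples, so their overlap with the lists is not independent evidence. Birc5 fell from 9.37 ± 0.22 at E8.5 to 6.48 ± 0.60 at E17.5 (limma F test adjusted p = 1.6e-10). Rpl13a went from 11.19 ± 0.28 at E8.5 to 10.15 ± 0.15 at E17.5 (limma F test adjusted p = 1.6e-07). Gnl3 went from 7.26 ± 0.08 at E8.5 to 6.04 ± 0.27 at E17.5 (limma F test adjusted p = 1.8e-07). Nop58 went from 10.30 ± 0.12 at E8.5 to 9.17 ± 0.18 at E15.5 (limma F test adjusted p = 1.3e-06). Igf1 went from 11.65 ± 0.26 at E6.5 to 9.11 ± 0.38 at E17.5 (limma F test adjusted p = 1.2e-11).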

Cluster 3 gradually decreases from E8.5 to late pregnancy and is significantly enriched in processes involved in cytoplasmic translation and ribosome biogenesis. Cluster 4 and 5 have an arc shaped pattern with an increase from early-to mid-pregnancy and decrease from mid-to-late pregnancy. 

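Both clusters rise from E6.5 to mid-pregnancy and come down afterwards, with the turn earlier in cluster 4 than in cluster 5. Klf5, the gene of an epithelial transcription factor, and Timp1, the gene of a metalloproteinase inhibitor, follow cluster 4, and Gbp3, an interferon-induced guanylate-binding protein gene, follows cluster 5. For cluster 4, of which 386 genes were measured, the mean was 7.32 ± 0.08 at E6.5, 7.88 ± 0.04 at E8.5 and 8.11 ± 0.13 at E10.5. The 476 measured genes of cluster 5 had a mean of 7.01 ± 0.05 at E6.5, 7.61 ± 0.10 at E8.5 and 8.20 ± 0.15 at E10.5, shapes on which the clusters were formed and so not independent evidence. From E6.5 to E8.5 107 genes of cluster 4 and 115 of cluster 5 rose, and from E12.5 to E15.5 29 and 12 fell. Klf5 had a mean of 10.98 ± 0.34 at E6.5, 12.24 ± 0.26 at E8.5 and 11.13 ± 0.25 at E17.5 (limma F test adjusted p = 2.0e-07). Timp1 had a mean of 10.96 ± 0.55, 12.09 ± 0.28 and 10.77 ± 0.26 (limma F test adjusted p = 3.7e-06). Gbp3 moved from 7.97 ± 0.35 at E6.5 to 9.75 ± 0.19 at E12.5 and 8.89 ± 0.20 at E17.5 (limma F test adjusted p = 1.7e-09).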

Cluster 4 is enriched in T cell receptor signalling and regulation of steroid biosynthesis with decreasing expression after E10.5. 

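Genes of cholesterol synthesis and of cytotoxic lymphocytes share the turn of cluster 4 at E10.5. Cyp51 and Dhcr7 encode enzymes of the cholesterol pathway, Nkg7 a protein of the granules of killer lymphocytes and Thy1 a surface protein of T cells and stroma. The cluster mean fell from its E10.5 level to 7.87 ± 0.18 at E12.5, 7.47 ± 0.07 at E15.5 and 7.27 ± 0.08 at E17.5 in 5 mice each. Of the measured list members, 10 of 18 cholesterol synthesis genes, 9 of 25 natural killer cell genes and 4 of 25 T cell genes lie in the 424 genes of the copy, counted without a test because 2 genes of the cluster are missing from it. Cyp51 fell from 8.86 ± 0.30 at E10.5 to 7.19 ± 0.20 at E17.5 (limma F test adjusted p = 3.5e-07). Dhcr7 went from 7.48 ± 0.23 at E10.5 to 6.10 ± 0.17 at E17.5 (limma F test adjusted p = 6.5e-07). Nkg7 went from 9.68 ± 0.50 at E10.5 to 5.97 ± 0.47 at E17.5 (limma F test adjusted p = 4.7e-08). Thy1 went from 11.74 ± 0.39 at E10.5 to 10.22 ± 0.25 at E17.5 (limma F test adjusted p = 1.8e-04).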

In cluster 5 expression levels drops after E12.5 and it is enriched in neutrophil activation. 

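Genes of natural killer cells and of the interferon response are over-represented in cluster 5, which goes down after E12.5. Ctsg encodes a neutrophil protease, Fpr2 a receptor for formyl peptides on neutrophils, Gzme and Gzmd encode granzymes of uterine natural killer cells, and Prf1 encodes perforin. After 8.33 ± 0.28 at E12.5 the cluster mean was 8.04 ± 0.14 at E15.5 and 7.73 ± 0.14 at E17.5 in 5 mice each. Ctsg stood at 6.41 ± 0.55 at E6.5, 11.70 ± 0.48 at E10.5 and 8.78 ± 1.14 at E17.5 (limma F test adjusted p = 7.3e-10). Fpr2 stood at 5.22 ± 0.25, 6.53 ± 0.29 and 6.23 ± 0.47 (limma F test adjusted p = 1.5e-04). Gzme moved from 7.46 ± 0.54 at E6.5 to 12.38 ± 1.24 at E12.5 and 10.12 ± 1.18 at E17.5 (limma F test adjusted p = 2.0e-08). Prf1 had means of 6.32 ± 0.33, 11.14 ± 0.61 and 8.08 ± 0.98 at E6.5, E10.5 and E17.5 (limma F test adjusted p = 8.5e-09). Gzmd had a mean of 7.83 ± 0.53, 12.60 ± 0.62 and 10.68 ± 1.22 (limma F test adjusted p = 9.7e-08). The cluster holds 6 of 25 natural killer cell genes, 8 of 34 interferon response genes and 6 of 13 glandular kallikrein genes (Fisher's exact test adjusted p = 0.00382, 4.2e-04 and 7.6e-05), and as it was formed on these samples the overlap is not independent evidence. Of the neutrophil list it holds 3 of 23 measured members (adjusted p = 0.32 in the same Fisher's exact test).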

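Genes of epithelium and of the clearance of dying cells are over-represented in cluster 6, which climbs from E6.5 to E15.5. Tgfb2 encodes a growth factor, Tiam1 an activator of the small GTPase Rac, Htra3 a protease of decidual stroma, Anxa1 and Itgav proteins that take part in the uptake of dying cells, and Tlr4 and Tlr6 receptors for microbial products. The mean of the 878 measured genes of cluster 6 was 7.10 ± 0.05 at E6.5, 7.21 ± 0.19 at E8.5, 7.80 ± 0.07 at E10.5, 8.19 ± 0.11 at E12.5, 8.45 ± 0.05 at E15.5 and 8.41 ± 0.07 at E17.5 (4, 4, 5, 5, 5 and 5 mice). In it lie 16 of 29 epithelium genes, 8 of 32 genes of apoptotic cell clearance and 7 of 31 Toll-like receptor signalling genes (Fisher's exact test adjusted p = 1.8e-10, 0.0117 and 0.0327), an overlap on the samples that formed the cluster and so not independent evidence. In the closest of the clusters formed afresh lie 3 of the Toll-like receptor signalling genes, with an adjusted p of 1 in the same test. Tgfb2 had means of 8.22 ± 0.30 at E6.5 and 11.86 ± 0.35 at E15.5 (limma F test adjusted p = 1.6e-10). Tiam1 had a mean of 6.89 ± 0.09 at E6.5 and 9.41 ± 0.25 at E17.5 (limma F test adjusted p = 8.4e-12). Htra3 rose from 9.81 ± 0.66 at E8.5 to 12.70 ± 0.50 at E12.5 (limma F test adjusted p = 7.0e-09). Anxa1 went from 7.86 ± 0.23 at E6.5 to 9.78 ± 0.20 at E17.5 (limma F test adjusted p = 7.6e-09). Itgav went from 5.90 ± 0.22 to 7.20 ± 0.11 at E15.5 (limma F test adjusted p = 2.2e-05). Tlr4 went from 7.31 ± 0.16 at E6.5 to 8.37 ± 0.24 at E12.5 and 8.26 ± 0.12 at E17.5 (limma F test adjusted p = 2.4e-06). Tlr6 went from 6.58 ± 0.16 to 7.38 ± 0.16 at E17.5 (limma F test adjusted p = 3.3e-05).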

Cluster 6 increases from early to late pregnancy and is enriched in neutrophil activation, protein metabolism, Toll-like receptor signalling pathway/activation of immune response and apoptotic cell clearance. 

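Genes of lipoprotein handling and of yolk sac are over-represented in cluster 7, which rises from mid to late pregnancy. Lpl encodes the lipase of circulating lipoproteins, Muc1 and Cldn4 encode a mucin and a tight junction protein of epithelium, Serpina1d and Serpina1b encode protease inhibitors of serum, and Mfge8 encodes a protein that marks dying cells for uptake. The mean of the 599 measured genes of cluster 7 was 6.89 ± 0.06 at E8.5, 6.93 ± 0.07 at E10.5, 7.17 ± 0.12 at E12.5, 7.65 ± 0.09 at E15.5 and 8.06 ± 0.06 at E17.5 (4, 5, 5, 5 and 5 mice). It holds 9 of 29 measured lipoprotein genes and 14 of 36 genes of visceral endoderm and yolk sac (Fisher's exact test adjusted p = 7.6e-05 and 7.2e-09), on the samples that formed the cluster and so not as independent evidence. Of the epithelium list it holds 4 of 29 measured members (adjusted p = 0.288 in the same Fisher's exact test). The mean of the yolk sac list spanned 3.09 log2 between the E17.5 mice and 0.09 between the E15.5 mice. Lpl had a mean of 9.98 ± 0.28 at E10.5 and 12.04 ± 0.51 at E17.5 (limma F test adjusted p = 1.0e-07). Muc1 had a mean of 5.65 ± 0.14 at E6.5 and 8.75 ± 0.48 at E17.5 (limma F test adjusted p = 1.0e-05). Cldn4 rose from 6.29 ± 0.67 at E8.5 to 9.36 ± 1.03 at E17.5 (limma F test adjusted p = 1.4e-06). Mfge8 went from 11.54 ± 0.19 to 12.38 ± 0.15 (limma F test adjusted p = 6.0e-07). Serpina1d went from 5.61 ± 0.33 at E10.5 to 8.94 ± 0.72 at E17.5 (limma F test adjusted p = 7.1e-11). Serpina1b went from 6.74 ± 0.37 at E8.5 to 10.15 ± 0.62 at E17.5 (limma F test adjusted p = 1.6e-10).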

Cluster 7 shows an increase from mid to late pregnancy and is enriched in regulation of protein phosphorylation, protein-lipid complex remodelling and sterol transport (S2 Table). Clusters were evaluated with respect to the presence of genes well established as having a role in the transition from uterine quiescence to synchronized labour relevant for cortisol bioactivity (*Hsd11b1 and Hsd11b2*) [40], functional progesterone withdrawal (*Stat5b*, *Zeb1*, *Zeb2*,) [35, 41], the oxytocin receptor (*Oxtr*) and the *Gja1* gene encoding the gap junction protein connexin 43 [42]. Cluster 3 with decreasing expression from early to late pregnancy contains *Gja1*. 

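Gja1 stands highest at E8.5 and lowest at E15.5 in the pregnant uterus. The gene encodes connexin 43, the gap junction protein that couples smooth muscle cells. Its mean was 12.20 ± 0.66 in 4 NP mice, 13.09 ± 0.13 at E6.5, 13.44 ± 0.27 at E8.5, 13.07 ± 0.45 at E10.5, 12.66 ± 0.36 at E12.5, 12.38 ± 0.27 at E15.5 and 12.43 ± 0.11 at E17.5. The difference over the pregnant time points, 1.07 log2 from highest to lowest, had a limma F test adjusted p of 0.00146. Between consecutive pregnant time points no step of Gja1 passed, with log2 changes of -0.37 ± 0.23 from E8.5 to E10.5 (limma adjusted p = 0.44) and -0.41 ± 0.22 from E10.5 to E12.5 (adjusted p = 0.493). At E17.5 it was still low, and no later time point was sampled.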

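Both Zeb1, the gene of a transcriptional repressor, and Hsd17b1, the gene of an enzyme that makes oestradiol from oestrone, are lower in mid-pregnancy than at E6.5. Zeb1 had means of 10.31 ± 0.15 at E6.5, 9.90 ± 0.23 at E8.5, 9.64 ± 0.34 at E12.5 and 9.77 ± 0.29 at E17.5 (4, 4, 5 and 5 mice), a difference of 0.67 log2 with a limma F test adjusted p of 0.0272. Its adjusted p was 0.0676 without E6.5 replicate 1 (difference 0.68 log2), 0.0636 without E6.5 replicate 3 (difference 0.69 log2), 0.123 without E6.5 replicate 4 (difference 0.60 log2) and 0.133 without the 7 libraries high in placenta or yolk sac genes (difference 0.56) in the same limma test. With the arrays scaled to 1 median the limma adjusted p was 0.125 (difference 0.68 log2), and with cyclic loess normalisation 0.063 (difference 0.58 log2). Hsd17b1 had means of 6.50 ± 0.14 at E6.5, 6.67 ± 0.79 at E8.5, 5.67 ± 0.23 at E10.5 and 5.51 ± 0.47 (detected in 4 of 5 mice) at E17.5, with a limma F test adjusted p of 6.3e-04. Zeb2, which encodes a related zinc finger repressor, did not pass the F test (limma F test adjusted p = 0.147, difference of 0.49 log2 between highest and lowest time point). Its single comparison of E10.5 with E17.5 did pass in limma (log2 change of -0.49 ± 0.16, adjusted p = 0.0324). Hsd11b2, which encodes an enzyme that inactivates glucocorticoid, did not pass the limma F test (adjusted p = 0.595, difference of 0.76).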

Cluster 1, with relatively high expression during early pregnancy that decreases as pregnancy advances, contains the *Zeb1* and *Hsd17b1* genes. Cluster 6, with overall increasing expression levels from E6.5 to E17.5, contains *Hsd11b1* and the transcription factor *Elf3* that has previously been shown to increase transcription from the *Ptgs1* promoter [33].

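Hsd11b1, the gene of the enzyme that regenerates active glucocorticoid, rises from E6.5 to E17.5, and Elf3, the gene of an epithelial transcription factor, with it. Hsd11b1 had a mean of 6.82 ± 0.81 in NP, 10.82 ± 0.26 at E6.5, 11.12 ± 1.27 at E8.5, 12.92 ± 0.10 at E10.5, 13.75 ± 0.28 at E12.5, 14.27 ± 0.20 at E15.5 and 14.40 ± 0.25 at E17.5, and the limma F test over pregnancy gave an adjusted p of 6.0e-10. The wide spread at E8.5 comes from replicate 3, the E8.5 mouse with the lowest signal of epithelium genes, at 9.22 against 11.68 to 11.86 in the others. For Elf3 the highest and lowest of the pregnant time points, E17.5 and E8.5, lay 4.10 log2 apart (detected in 3 of 4 mice at E8.5, limma F test adjusted p = 3.1e-06). Between E8.5 and E10.5 Hsd11b1 rose in limma (log2 change of 1.80 ± 0.35, adjusted p = 0.00252), and by 1.17 without E8.5 replicate 3 (adjusted p = 0.00953). The limma adjusted p was 0.0565 for Hsd11b1 with the 2 groups fitted alone and the same log2 change.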

**Fig 2:**
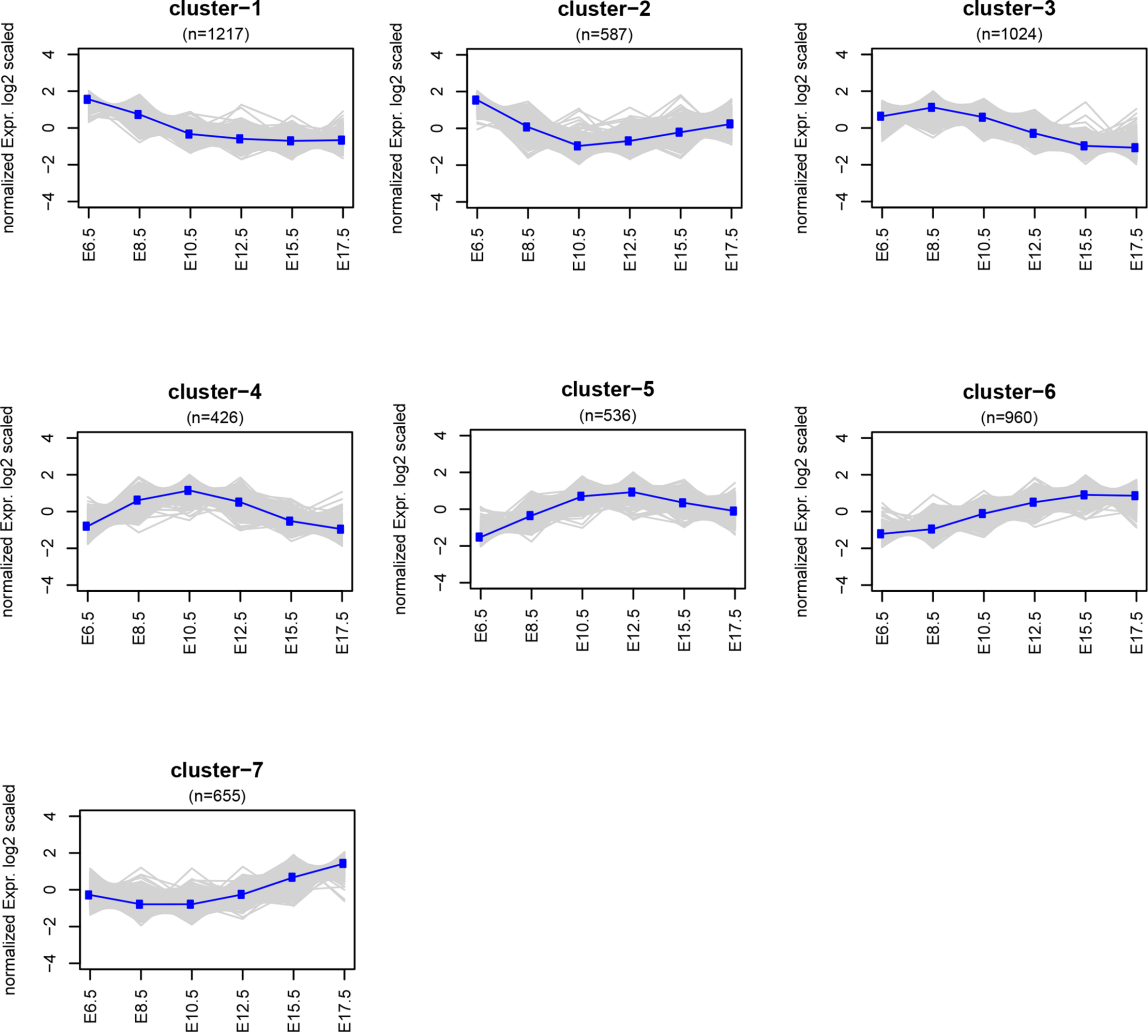
K-means cluster analysis. K-means clustering of differentially expressed genes changing over time (DEGots) from E6.5 to E17.5. The 5405 DEGots are clustered by K-means algorithm. n: number of genes in each cluster.

### Identification of upstream regulators using DEGcts as downstream gene targets

Identification of upstream regulators is based on the differential expression between consecutive time points (DEGcts) of progressing gestation. The number of significant DEGcts are illustrated in Fig 3A (S3 Table, pathway enrichment analysis for consecutive time point comparisons are present in S4 Table). 

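Every step between consecutive time points of pregnancy changes some genes, most of them before E10.5 and fewest between E15.5 and E17.5. Among the genes that rise into E10.5 are the keratin genes Krt8 and Krt18, the water channel gene Aqp8 and Klk1, which encodes the kallikrein that releases kinins. From E6.5 to E8.5 516 genes changed, 287 of them upward, from E8.5 to E10.5 623 (303 upward), from E10.5 to E12.5 182 (84), from E12.5 to E15.5 193 (118) and from E15.5 to E17.5 60 (41). With the arrays scaled to 1 median 267 of 370 went upward from E6.5 to E8.5, 71 of 148 from E12.5 to E15.5 and 59 of 66 from E15.5 to E17.5, and with cyclic loess normalisation 369 of 584 from E8.5 to E10.5 and 39 of 48 from E15.5 to E17.5. With no background correction it was 36 of 43 at the last step. Of the study's genes measured here, 595 of 596 for E8.5 to E10.5 and 171 of 173 for E10.5 to E12.5 changed here too. Without 1 library the E6.5 to E8.5 count was 327 without E6.5 replicate 1, 166 without E6.5 replicate 2, 336 without E6.5 replicate 3, 323 without E8.5 replicate 2, 297 without E8.5 replicate 3 and 294 without E8.5 replicate 4. The E8.5 to E10.5 count was 275 without E8.5 replicate 3, 347 without E8.5 replicate 4, 361 without E10.5 replicate 2, 381 without E10.5 replicate 4 and 351 without the 7 libraries high in placenta or yolk sac genes. The E10.5 to E12.5 count was 286 without NP replicate 1, 95 without E10.5 replicate 1, 119 without E10.5 replicate 2, 110 without E10.5 replicate 3, 107 without E12.5 replicate 1 or E12.5 replicate 3, 91 without E12.5 replicate 5 and 46 without the 7 libraries high in placenta or yolk sac genes. The E12.5 to E15.5 count was 125 without E12.5 replicate 1, 105 without E12.5 replicate 2 or E12.5 replicate 3, 103 without E15.5 replicate 1, 120 without E15.5 replicate 3 and 45 without the 7 libraries high in placenta or yolk sac genes. The E15.5 to E17.5 count was 38 without E15.5 replicate 1 or E15.5 replicate 4, 32 without E15.5 replicate 2, 30 without E15.5 replicate 3, 24 without E17.5 replicate 3, 22 without E17.5 replicate 5 and 26 without the 7 libraries high in placenta or yolk sac genes, and 12 with the 2 groups fitted alone. Array weights raised the 5 counts, to 1111, 1096, 492, 385 and 166 in order, and with the replicate number as a block the E8.5 to E10.5 count was 993. Of the epithelium list 12 of 29 measured members rose from E8.5 to E10.5, 17 when adjusted over the list alone (median log2 change of 1.15, 23 of 29 members above 0, limma camera adjusted p = 1.2e-10, and adjusted p = 0.338 with an estimated correlation). The count was 4 without E8.5 replicate 3 and 7 without the 7 libraries high in placenta or yolk sac genes. In E8.5 replicate 3 the mean of the epithelium list was 5.05, against 6.65 to 7.11 in the other E8.5 mice. Of the glandular kallikreins 6 of 13 measured members rose, 6 when adjusted over the list alone (median log2 change of 0.75, 9 of 13 members above 0, limma camera adjusted p = 7.5e-05, and adjusted p = 0.338 with an estimated correlation). Krt8 (log2 change of 2.25 ± 0.48, adjusted p = 0.00498), Krt18 (2.16 ± 0.44, adjusted p = 0.00349, detected in 3 of 4 mice at E8.5) and Aqp8 (3.88 ± 0.56, adjusted p = 9.4e-05, detected in 3 of 4 mice at E8.5) rose in limma. Klk1 (log2 change of 4.04 ± 0.69, adjusted p = 6.1e-04, detected in 3 of 4 mice at E8.5) and its relative Klk1b5 (3.92 ± 0.66, adjusted p = 5.1e-04, detected in 3 of 4 mice at E8.5) rose in limma as well. With the 2 groups fitted alone, and the same log2 changes, the limma adjusted p was 0.0688 for Krt8 and 0.0852 for Krt18. Mfap2 (log2 change of -1.14 ± 0.17, adjusted p = 1.4e-04), the collagen gene Col14a1 (-1.20 ± 0.24, adjusted p = 0.00323), Cxcl12 (-1.81 ± 0.29, adjusted p = 3.4e-04) and Stmn2, which encodes a tubulin-binding protein (-2.20 ± 0.31, adjusted p = 6.0e-05), fell in limma.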

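The lists of matrix and endothelium genes stand higher in the E6.5 uterus than in that of non-pregnant mice. The paper describes sampling at implantation sites and scraping for pregnant mice only, so pregnancy and dissection cannot be told apart here. The NP mice, taken at random, ran from 6.84 to 9.69 in the mean of a list of oestrogen response genes, against 7.86 to 8.25 at E6.5. Lox, which encodes the enzyme that cross-links collagen, Pecam1 and Egfl7 of endothelium, Tagln and Des of smooth muscle, and Fkbp5 and Fst, which answer to progesterone, all rise. Of the early response, macrophage, natural killer cell and ribosome biogenesis lists few members passed, and the epithelium list moves down, with a median log2 change of -1.15 and a mean of -0.29. The epithelium list had an adjusted p of 0.254 in limma's camera with an estimated correlation and of 0.0634 in limma's fry. From NP to E6.5, 4 mice each, 1102 genes changed, 616 upward and 486 downward, and 612 with the 2 groups fitted alone. With the arrays scaled to 1 median in place of quantile normalisation 474 rose and 630 fell. Of the list of collagen and extracellular matrix genes 15 of 39 measured members rose, 21 when adjusted over the list alone (median log2 change of 0.55, 30 of 39 members above 0, limma camera adjusted p = 6.7e-09, and adjusted p = 0.0342 with an estimated correlation). The count was 8 without E6.5 replicate 1. Of the endothelium list 10 of 23 measured members rose, 16 when adjusted over the list alone (median log2 change of 0.68, 21 of 23 members above 0, limma camera adjusted p = 6.7e-09, and adjusted p = 0.0342 with an estimated correlation). Of the smooth muscle list 7 of 20 measured members rose, 10 when adjusted over the list alone (median log2 change of 0.54, 19 of 20 members above 0, limma camera adjusted p = 4.3e-08, and adjusted p = 0.151 with an estimated correlation). The count was 4 without E6.5 replicate 1. Of the progesterone response list 7 of 22 measured members rose, 9 when adjusted over the list alone (median log2 change of 0.15, 15 of 22 members above 0, limma camera adjusted p = 0.00279, and adjusted p = 0.12 with an estimated correlation). Of the apoptotic cell clearance list 5 of 32 measured members rose, 5 when adjusted over the list alone (median log2 change of 0.19, 23 of 32 members above 0, limma camera adjusted p = 0.00643, and adjusted p = 0.0342 with an estimated correlation). With the arrays scaled to 1 median the clearance list had a limma camera adjusted p of 0.061. The early response list had 6 of 27 members that rose (median log2 change of 0.23, 18 of 27 members above 0, limma camera adjusted p = 0.00136, and adjusted p = 0.151 with an estimated correlation). The macrophage list had 5 of 22 (median log2 change of 0.40, 17 of 22 members above 0, limma camera adjusted p = 0.00109, and adjusted p = 0.23 with an estimated correlation). The count was 3 without NP replicate 2. The natural killer cell list had 4 of 25 (median log2 change of 0.42, 22 of 25 members above 0, limma camera adjusted p = 1.7e-04, and adjusted p = 0.386 with an estimated correlation), and limma's fry gave it an adjusted p of 0.0801. Of the ribosome biogenesis genes 5 of 33 measured members fell, 7 when adjusted over the list alone (median log2 change of -0.29, 30 of 33 members below 0, limma camera adjusted p = 2.5e-05, and adjusted p = 0.151 with an estimated correlation). The count was 10 without NP replicate 1, 3 without NP replicate 2 or E6.5 replicate 2 and 2 without NP replicate 4. Lox (log2 change of 1.43 ± 0.23, adjusted p = 9.7e-05), the proteoglycan gene Bgn (1.15 ± 0.12, adjusted p = 6.2e-08), Pecam1 (0.89 ± 0.19, adjusted p = 0.00194) and Egfl7 (1.05 ± 0.14, adjusted p = 4.8e-06) rose in limma. The smooth muscle genes Tagln (1.39 ± 0.21, adjusted p = 4.7e-05) and Des (0.66 ± 0.14, adjusted p = 0.00148) rose in limma too. So did Fst (log2 change of 3.57 ± 0.60, adjusted p = 1.4e-04, detected in 3 of 4 NP mice), Fkbp5 (1.64 ± 0.30, adjusted p = 4.0e-04) and the scavenger receptor gene Stab1 (1.54 ± 0.16, adjusted p = 8.7e-08) in limma. The early response gene Egr2 (2.31 ± 0.30, adjusted p = 3.4e-06), the macrophage mannose receptor gene Mrc1 (1.00 ± 0.22, adjusted p = 0.00276) and the granzyme gene Gzmg (2.97 ± 0.59, adjusted p = 9.9e-04, detected in 1 of 4 NP mice) also rose in limma. Nhp2, of the machinery that modifies ribosomal RNA, fell in limma (log2 change of -0.69 ± 0.11, adjusted p = 1.0e-04), and so did Pgr, the gene of the progesterone receptor (-0.99 ± 0.22, adjusted p = 0.00258). With the 2 groups fitted alone, and the same log2 changes, the limma adjusted p was 0.0545 for Lox, 0.0513 for Des, 0.0766 for Fst, 0.0534 for Fkbp5, 0.0539 for Mrc1 and 0.109 for Pgr. In limma it was also 0.117 for Pecam1 (log2 change 0.64) with the arrays scaled to 1 median and 0.16 for Gzmg (log2 change 1.31) with no background correction.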

The NP to E6.5 comparison yields the highest number of DEGcts. 

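Each step has a few genes of its own with large changes. The androgen-regulated gene Kap from E12.5 to E15.5, Cuzd1, which encodes a membrane protein induced by oestrogen, up to E12.5, and the sodium pump regulator gene Fxyd4 from NP to E6.5 are examples. Over 2 log2 changed 113 genes from NP to E6.5, 33 from E6.5 to E8.5, 54 from E8.5 to E10.5, 9 from E10.5 to E12.5, 11 from E12.5 to E15.5 and 19 from E15.5 to E17.5. Among the genes above background in at least 1 mouse of both groups, the largest increases were 9.05, 4.67, 4.04, 3.55, 4.70 and 5.58 in the same order. The largest decreases among them were -4.38, -6.52, -2.20, -2.96, -3.27 and -2.92. From NP to E6.5 the neuropeptide gene Npy rose in limma (at least 18.0-fold, with means of 4.44 in NP and not well above background, and 9.14 at E6.5, adjusted p = 1.2e-11). So in limma did Igfbp2, which encodes a carrier of insulin-like growth factors (log2 change of 4.54 ± 0.41, adjusted p = 6.1e-09, detected in 2 of 4 NP mice), and Dio3, which encodes an enzyme that inactivates thyroid hormone (4.45 ± 0.38, adjusted p = 1.6e-09). Fxyd4 fell in limma (at least 50.0-fold, with means of 10.63 in NP, and 4.70 at E6.5 and not well above background, adjusted p = 1.1e-09). The lipoxygenase gene Alox12e fell in limma too (log2 change of -4.38 ± 0.37, adjusted p = 1.2e-09, detected in 3 of 4 mice at E6.5). From E6.5 to E8.5 Dmkn (log2 change of 4.67 ± 0.49, adjusted p = 1.1e-06), Slc6a12 (4.58 ± 0.71, adjusted p = 2.4e-04), Ctsg (3.82 ± 0.48, adjusted p = 2.0e-05) and Krtdap, which encodes a secreted epidermal protein (3.70 ± 0.50, adjusted p = 5.1e-05, detected in 3 of 4 mice at E6.5), rose in limma. Cuzd1 rose from E8.5 to E10.5 in limma (log2 change of 3.24 ± 0.37, adjusted p = 4.3e-06, detected in 3 of 4 mice at E8.5) and again to E12.5 (3.55 ± 0.35, adjusted p = 6.3e-07). At the E10.5 to E12.5 step the growth factor gene Bmp3 rose in limma (log2 change of 2.35 ± 0.28, adjusted p = 1.6e-05, detected in 4 of 5 mice at E10.5). There the glutamate receptor gene Grik1 fell in limma (log2 change of -1.98 ± 0.30, adjusted p = 2.6e-04, detected in 2 of 5 mice at E12.5). Kap (log2 change of 4.70 ± 0.24, adjusted p = 4.2e-14), the cytokine gene Il24 (2.50 ± 0.18, adjusted p = 7.1e-11) and the calmodulin-like gene Calml3 (2.71 ± 0.24, adjusted p = 1.1e-08) rose from E12.5 to E15.5 in limma. Scgn, which encodes a calcium-binding protein, fell in limma at that step (log2 change of -2.26 ± 0.15, adjusted p = 3.6e-11, detected in 2 of 5 mice at E15.5).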

The volcano plots (Fig 3B–3G) visualize the spread of DEGcts, with higher lfc observed in earlier stages compared to the later time points. 

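The genes of 2 implantation proteinases and of other secreted proteins rise by E6.5 and fall again by E8.5. Prss28 and Prss29 encode implantation serine proteinases, Spink1 (the current symbol of the gene that was called Spink3) a secreted trypsin inhibitor and Nppa atrial natriuretic peptide. Clu, which encodes the secreted chaperone clusterin, and Obp2a, which encodes a carrier of small molecules, fall with them. From NP to E6.5 Prss28 rose in limma (at least 219-fold, with means of 4.46 in NP and not well above background, and 12.75 at E6.5, adjusted p = 3.9e-12). It fell by E8.5 in limma (log2 change of -6.52 ± 0.53, adjusted p = 6.7e-09, detected in 3 of 4 mice at E8.5). Spink1 rose (log2 change of 7.70 ± 1.11, adjusted p = 1.9e-05, detected in 2 of 4 NP mice) and then fell (-6.0 ± 1.11, adjusted p = 0.00176, detected in 3 of 4 mice at E8.5) in limma. Nppa rose (6.07 ± 0.39, adjusted p = 3.8e-12, detected in 3 of 4 NP mice) and fell (-2.27 ± 0.39, adjusted p = 7.5e-04) likewise in limma. Prss29 (9.05 ± 0.78, adjusted p = 2.0e-09, detected in 3 of 4 NP mice, then -5.22 ± 0.78, adjusted p = 1.8e-04) and Clu (2.26 ± 0.33, adjusted p = 2.2e-05, then -1.91 ± 0.33, adjusted p = 9.3e-04) did the same in limma. Obp2a fell from E6.5 to E8.5 in limma (log2 change of -2.65 ± 0.36, adjusted p = 5.1e-05, detected in 2 of 4 mice at E8.5). At E8.5 Nppa, at 8.95, and Prss29, at 8.48, still stood above their NP means of 5.14 and 4.66. In all 60 genes rose to E6.5 and then fell to E8.5, and 22 fell and then rose. Because the E6.5 mice enter both comparisons with opposite sign, a chance excess in them would do the same, so the E6.5 mice were also divided into 2 pairs, 1 pair for each comparison. Over the 6 possible divisions between 17 and 26 genes rose and then fell, where independent lists of the same sizes would share 0.89 to 3.02. Between 2 and 5 fell and then rose, where such lists would share 0.65 to 2.70.

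**Figure D1:**
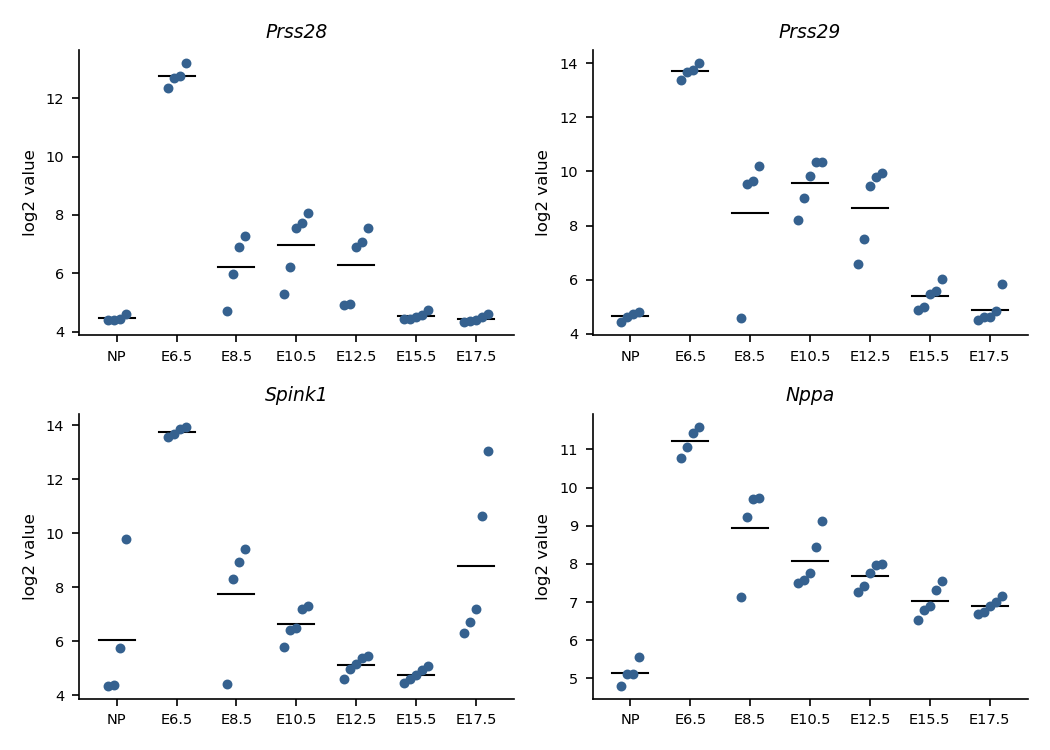
Log2 values of Prss28, Prss29, Spink1 and Nppa in each of the 32 mice, by time point. The bars are means.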

When comparing gene expression of the non-pregnant uterus to that at E6.5 *LOC100047285*, *Prss28*, *Spink3* and *Nppa* with a lfc change >5 are highly upregulated at E6.5 compared to NP, and are subsequently down regulated at E8.5 compared to E6.5 (Fig 3C).

**Fig 3:**
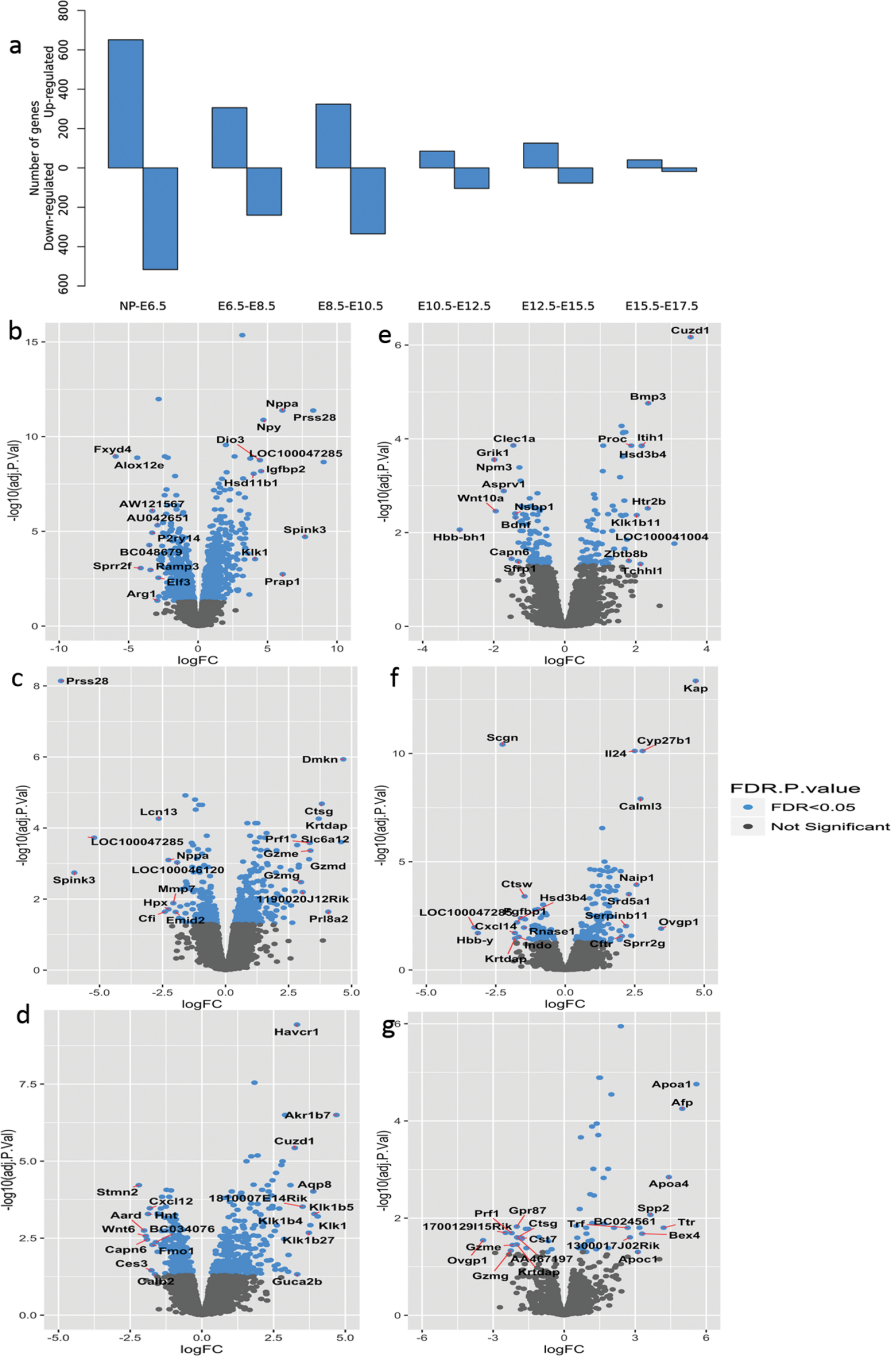
Differentially expressed genes between consecutive time points (DEGcts). a: Number of significant DEGcts. b-g: Volcano plots of DEGcts with the log2 fold change (logFC) on the x-axis and adjusted P value on the y-axis. *Please note that axis scales are not uniform*. (b) Non-pregnant vs E6.5 (n = 1167), c) E6.5 vs E8.5 (n = 546), d) E8.5 vs E10.5 (n = 659), e) E10.5 vs E12.5 (n = 189), f) E12.5 vs E15.5 (n = 203) and g) E15.5 vs E17.5 (n = 59). The significantly differentially expressed genes are depicted by blue dots. (Benjamini- Hochberg adjusted pvalue <0.05). The top ten most up-regulated and down-regulated genes (by log2 fold change) in each comparison are labelled by gene name. Volcano plots of DEGcts in high resolution are present in supplementary figures (S2–S7 Figs).

Ingenuity Pathway Analysis (IPA) [38] was applied to define upstream regulators relevant for each set of DEGcts (S5 Table). The upstream regulators identified for each DEGct comparison represent 3 main categories of functionality as illustrated in Fig 4. The top 5 upstream regulators for each comparison based on their Z-scores is illustrated in Table 1. 

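Genes of the yolk sac and lipoprotein lists and targets of HNF4A are among those that rise from E15.5 to E17.5. Apoa1 and Apoa4 encode lipoproteins, Afp alpha-fetoprotein, Serpina1a and Serpina1d protease inhibitors of serum, and Spp2 a secreted phosphoprotein of bone and serum. Of the genes that changed, 45 did so by over 1 log2 (5 mice each). All 11 measured HNF4A targets rose, which the study drew from this comparison, so the count is not independent evidence, and 6 of them belong to the yolk sac list. The target count was 7 without E15.5 replicate 1, E15.5 replicate 2, E15.5 replicate 4 or E17.5 replicate 3, 6 without E17.5 replicate 5 and 5 without the 7 libraries high in placenta or yolk sac genes. Of the yolk sac list 10 of 36 measured members rose, 17 when adjusted over the list alone (median log2 change of 0.87, 30 of 36 members above 0, limma camera adjusted p = 9.1e-21, and adjusted p = 0.0645 with an estimated correlation). The count was 6 without the 7 libraries high in placenta or yolk sac genes. Of the lipoprotein list 4 of 29 measured members rose, 5 when adjusted over the list alone (median log2 change of 0.20, 20 of 29 members above 0, limma camera adjusted p = 1.7e-04, and adjusted p = 0.08 with an estimated correlation). The mean of the yolk sac list was 9.59 in E17.5 replicate 2, 6.50 to 7.82 in the other E17.5 mice and 6.00 to 6.09 in the E15.5 mice. Apoa1 (log2 change of 5.58 ± 0.68, adjusted p = 1.6e-05, detected in 2 of 5 mice at E15.5), Afp (4.99 ± 0.66, adjusted p = 5.3e-05, detected in 1 of 5 mice at E15.5) and Spp2 (3.64 ± 0.69, adjusted p = 0.00804, detected in 1 of 5 mice at E15.5) rose in limma. Serpina1d (log2 change of 1.99 ± 0.25, adjusted p = 2.7e-05) and Serpina1a (1.23 ± 0.20, adjusted p = 9.3e-04, detected in 4 of 5 mice at E15.5) rose in limma as well. Apoa4 rose in limma (at least 14.3-fold, with means of 4.48 at E15.5 and not well above background, and 8.90 at E17.5, adjusted p = 0.00131). With the 2 groups fitted alone, and the same log2 changes, the limma adjusted p was 0.0747 for Apoa1, 0.126 for Afp, 0.342 for Spp2 and 0.251 for Apoa4. With no background correction the limma adjusted p was 0.119 for Spp2 (log2 change 2.05) and 0.0759 for Apoa4 (log2 change 2.54). Of the natural killer cell list 4 of 25 measured members fell, 12 when adjusted over the list alone (median log2 change of -0.79, 20 of 25 members below 0, limma camera adjusted p = 1.3e-12, and adjusted p = 0.121 with an estimated correlation). The count was 7 without E12.5 replicate 2, 2 without E15.5 replicate 1, 0 without E15.5 replicate 2, E15.5 replicate 4, E17.5 replicate 3 or E17.5 replicate 5, 1 without E15.5 replicate 3, E17.5 replicate 4 or the 7 libraries high in placenta or yolk sac genes and 8 without E15.5 replicate 5 or E17.5 replicate 2.

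**Figure D2:**
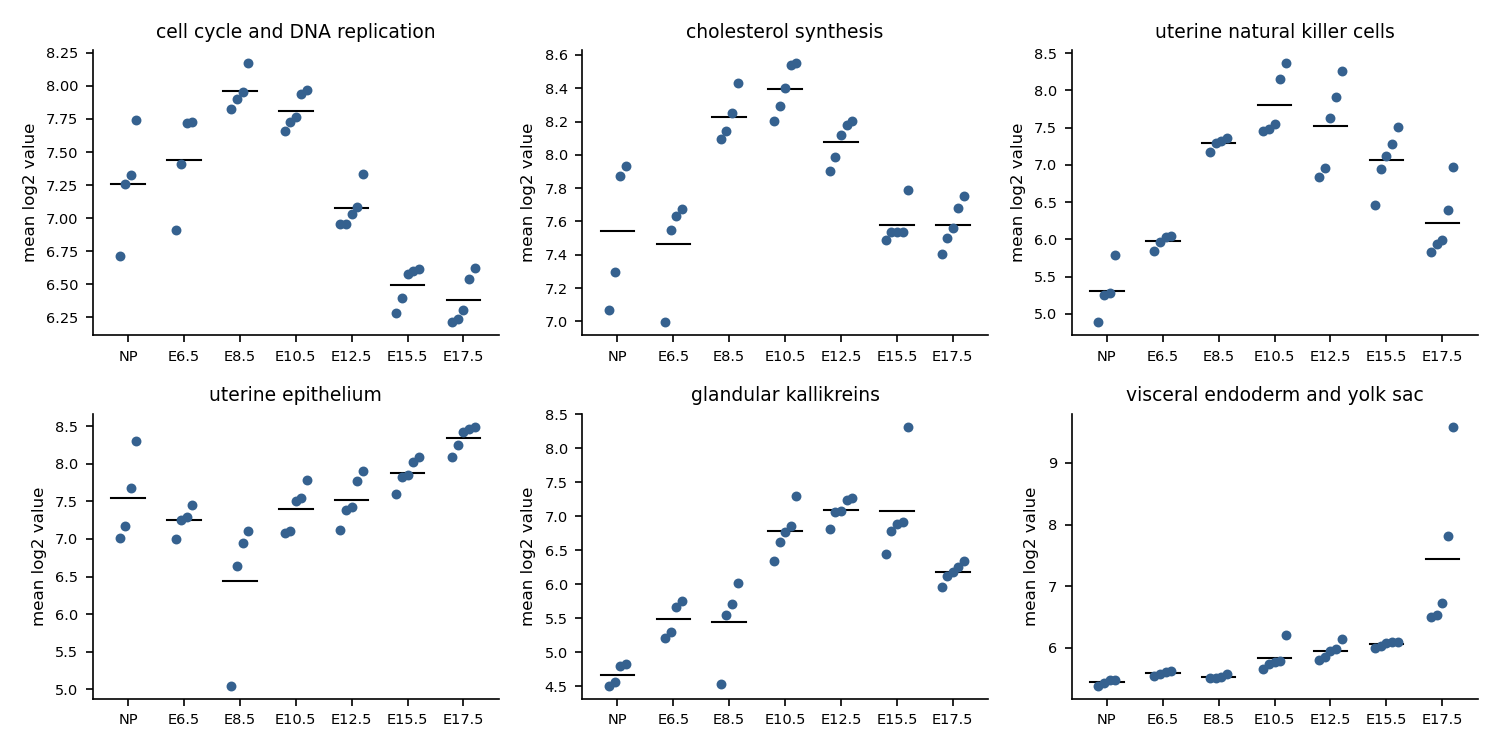
Mean log2 value of 6 gene lists in each of the 32 mice, by time point. The bars are means over the mice.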

From E15.5 to E17.7 the number of differentially expressed genes is at its nadir with only HNF4A predicted as an active upstream regulator.

**Fig 4:**
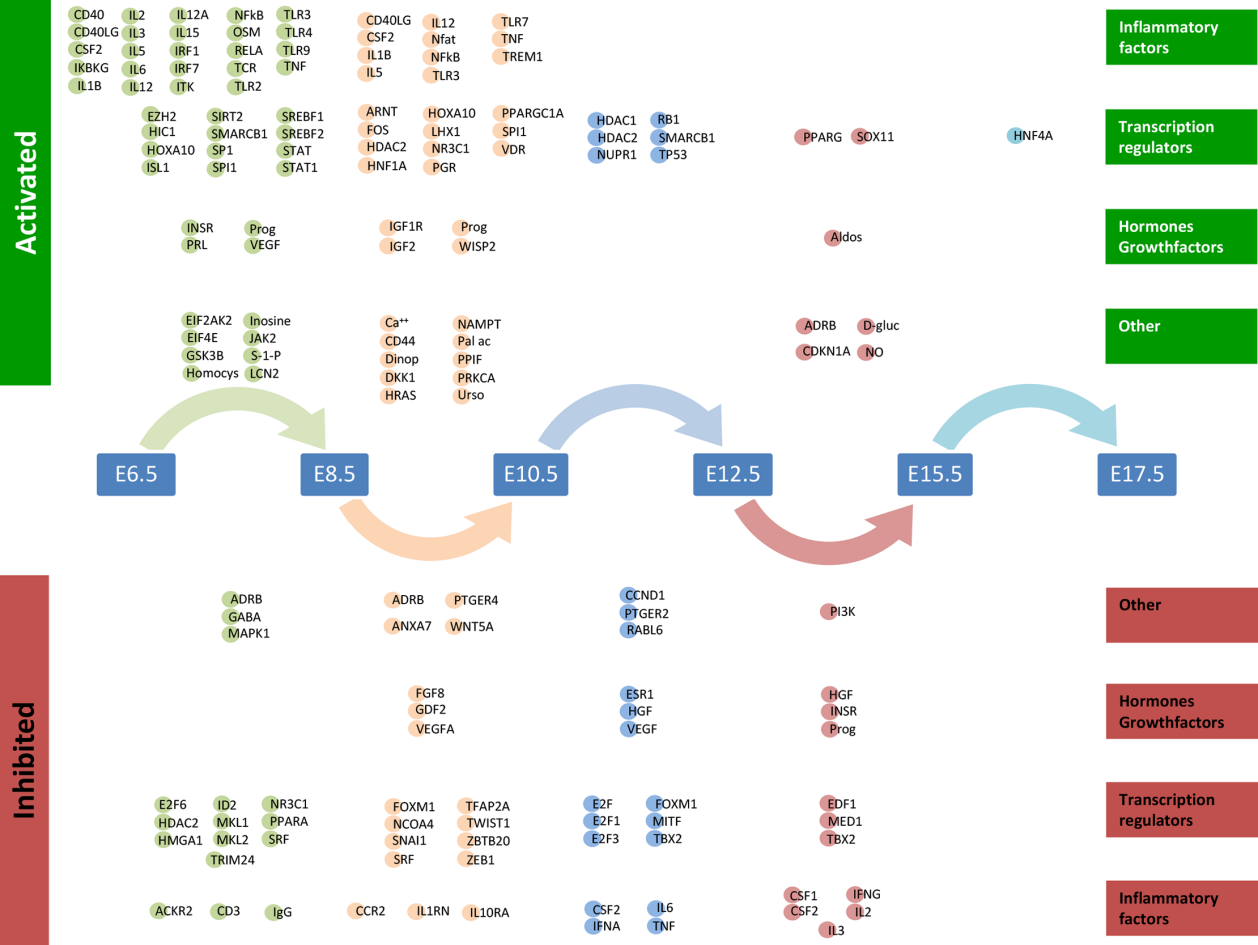
Predicted upstream regulators of differentially expressed genes between consecutive time points (DEGcts). Time window specific identification of upstream analysis of the DEGcts using Ingenuity Pathway Analysis (IPA). The coloured circles are upstream regulators identified for each comparison of consecutive time points with an activation or inhibition Z score of respectively > 2.0 or < (-2.0) (S5 Table). Circle colours correspond to colours of the arrows linking the consecutive time points. Active upstream regulators are displayed at the top of the **Figure** and the inhibited upstream regulators are at the bottom of the **Figure**. The upstream regulators are grouped into four different categories: ‘Inflammatory factors’, ‘Transcription regulators’, ‘Hormones and growth factors’ and ‘Other’. Aldos = Aldosterone, D-gluc = D-glucose, Dinop = Dinoprost, Homocys = Homocysteine, NO = Nitric oxide, Pal ac = Palmitic acid, Prog = Progesterone, S-1-P = Shingosine-1-phosphate, Urso = Ursodeoxycholic acid.

**Fig 5:**
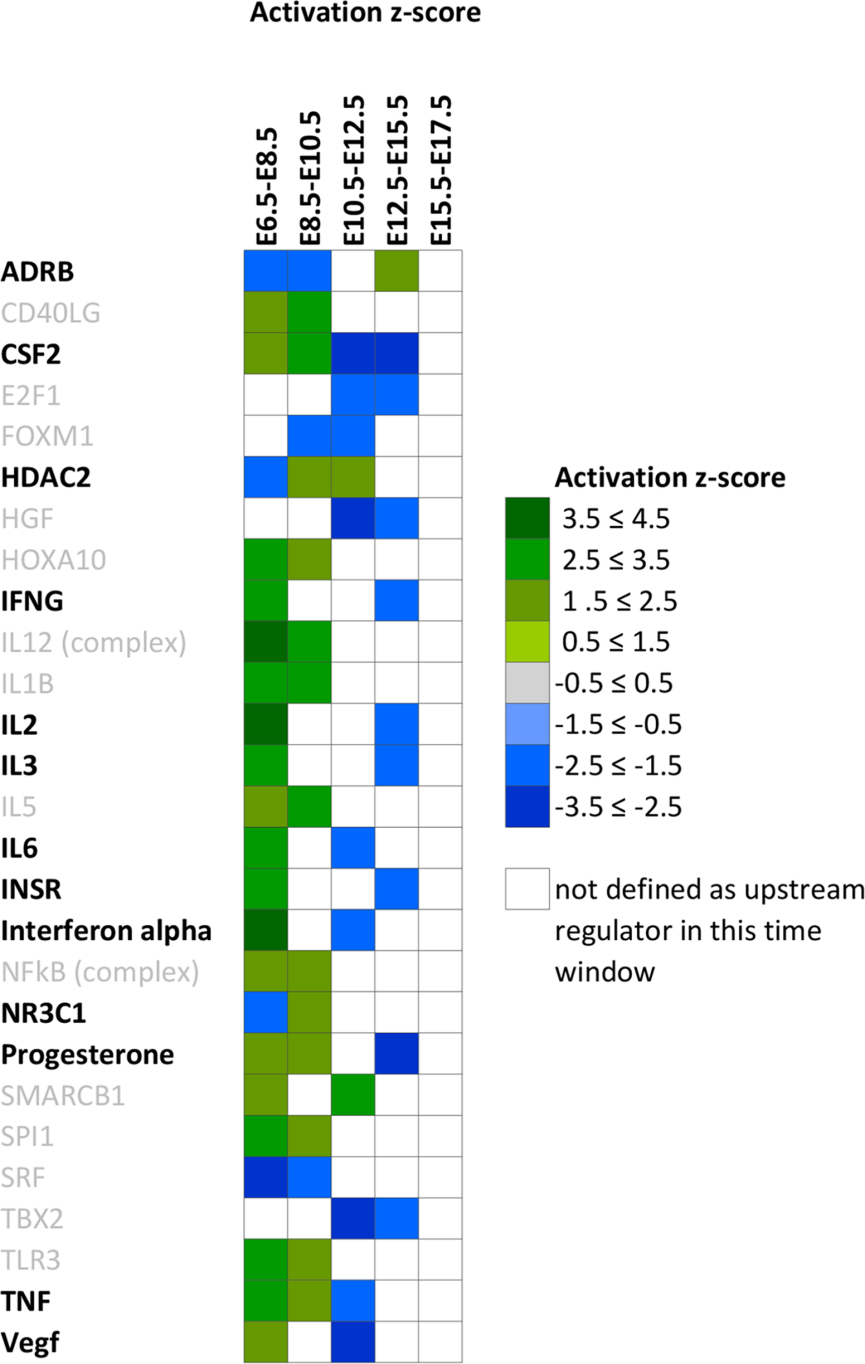
Predicted repetitive upstream activators. Depicted are upstream activators with an activation or inhibition Z score of respectively > 2.0 or < (-2.0) present in at least 2 time window comparisons. Positive Z-scores are depicted in green, negative Z-scores are depicted in blue.

**Table 1:** Activated and inhibited upstream regulators for each consecutive time point comparison.

Compared embryonal time points	Activated upstream regulators	Z-score	Inhibited upstream regulators	Z-score
E6.5-E8.5	IL2	4.156	TRIM24	-3.359
	IL12(complex)	3.663	PPARA	-2.618
	Interferon alpha	3.538	MKL1	-2.571
	TNF	3.430	SRF	-2.554
	SREBF1	3.347	ADRB	-2.490
E8.5-E10.5	IL5	3.347	PTGER4	-3.000
	CD40LG	2.757	IL10RA	-2.846
	IL1B	2.715	SNAI1	-2.577
	CSF2	2.709	TWIST1	-2.514
	PGR	2.688	GDF2	-2.456
E10.5-E12.5	NUPR1	3.771	TBX2	-3.450
	TP53	3.301	HGF	-3.267
	SMARCB1	2.917	PTGER2	-3.000
	RB1	2.613	CSF2	-2.819
	HDAC1	2.236	Vegf	-2.704
E12.5-E15.5	PPARG	2.506	CSF2	-2.926
	D-glucose	2.412	progesterone	-2.547
	ADRB	2.236	HGF	-2.402
	aldosterone	2.207	IFNG	-2.317
	CDKN1A	2.168	TBX2	-2.236
E15.5-E17.5	HNF4A	2.208		

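Among the regulators named for several windows, the study predicts TNF, an inflammatory cytokine, as active from E6.5 to E10.5 and as inhibited from E10.5 to E12.5. Its measured targets rise more often than they fall at the first 2 steps and as often as they fall at the third. Isg15, which encodes a ubiquitin-like protein of the interferon response, and Fpr2, which encodes a receptor of neutrophils, rise from E6.5 to E8.5, and Ido1, which encodes an enzyme that degrades tryptophan, rises from E8.5 to E10.5. Bdnf and Wnt10a, genes of a neurotrophin and of a Wnt ligand, fall from E10.5 to E12.5. Of the TNF targets measured, 43 of 62 rose and 18 fell from E6.5 to E8.5, 37 of 62 rose and 24 fell from E8.5 to E10.5, and 10 of 20 rose and 10 fell from E10.5 to E12.5. As they were picked from these comparisons, the counts are not independent evidence. They take no account of the direction expected of each target and do not bear on the predicted states. The first count of rises was 23 without E6.5 replicate 1 or E8.5 replicate 2, 11 without E6.5 replicate 2, 26 without E6.5 replicate 3, 18 without E8.5 replicate 3 and 28 without E8.5 replicate 4. The second was 16 without E8.5 replicate 3, 20 without E8.5 replicate 4 or the 7 libraries high in placenta or yolk sac genes and 22 without E10.5 replicate 2. The third was 2 without E10.5 replicate 1, E12.5 replicate 1, E12.5 replicate 5 or the 7 libraries high in placenta or yolk sac genes, 3 without E10.5 replicate 2 or E10.5 replicate 4, 6 without E10.5 replicate 3 or E15.5 replicate 3 and 4 without E10.5 replicate 5, E12.5 replicate 2 or E12.5 replicate 3. Isg15 (log2 change of 1.67 ± 0.29, adjusted p = 0.00108) and Fpr2 (1.10 ± 0.23, adjusted p = 0.00664) rose from E6.5 to E8.5 in limma. Ido1 rose from E8.5 to E10.5 in limma (log2 change of 3.09 ± 0.43, adjusted p = 6.0e-05). Bdnf (log2 change of -1.39 ± 0.27, adjusted p = 0.00462) and Wnt10a (-1.94 ± 0.36, adjusted p = 0.00337, detected in 4 of 5 mice at E12.5) fell from E10.5 to E12.5 in limma.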

Twenty-seven putative upstream regulators were predicted for more than one time window and 13 of them switch their direction of regulation during the gestational period investigated (Fig 5).

The important role of progesterone in the establishment of pregnancy and its functional withdrawal essential to the transition from uterine quiescence to overt synchronized contractions is well known. 

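Progesterone targets move in both directions at both early steps. Whether each target is expected to rise or fall under progesterone was not used here, so these counts do not bear on the predicted state. From E6.5 to E8.5 Timp1, which encodes an inhibitor of metalloproteinases, Klf5, which encodes an epithelial transcription factor, and Bdnf, which encodes a neurotrophin, rise, while the gelatinase gene Mmp2 and the prostaglandin receptor gene Ptger3 fall. From E8.5 to E10.5 Tgfb2, Csf1 and the sodium channel gene Scnn1b rise, and Id1, which encodes an inhibitor of differentiation, and Nrp1, which encodes a receptor of vascular growth factor, fall. Genes of cholesterol synthesis also rise at the first step, and steroid production was not measured. Of 32 targets measured for E6.5 to E8.5, 12 rose and 19 fell, and of 47 for E8.5 to E10.5, 25 rose and 20 fell, targets that were chosen from these comparisons and so not independent evidence. The first count of falls was 7 without E6.5 replicate 2, 12 without E8.5 replicate 2, 9 without E8.5 replicate 3 and 11 without E8.5 replicate 4. The second count of rises was 9 without E8.5 replicate 3, 11 without E8.5 replicate 4 and 16 without E10.5 replicate 4. Klf5 (log2 change of 1.26 ± 0.18, adjusted p = 6.7e-05), Bdnf (1.50 ± 0.30, adjusted p = 0.00412) and Timp1 (1.13 ± 0.20, adjusted p = 0.00138) rose from E6.5 to E8.5 in limma, 4 mice each. Mmp2 (log2 change of -0.86 ± 0.15, adjusted p = 9.3e-04) and Ptger3 (-1.27 ± 0.27, adjusted p = 0.00623) fell in limma. Tgfb2 (log2 change of 2.81 ± 0.35, adjusted p = 1.1e-05), Scnn1b (2.25 ± 0.48, adjusted p = 0.00523, detected in 3 of 4 mice at E8.5) and Csf1 (2.05 ± 0.44, adjusted p = 0.00513) rose from E8.5 to E10.5 in limma, 4 against 5 mice. Id1 (log2 change of -0.99 ± 0.18, adjusted p = 0.00101) and Nrp1 (-0.70 ± 0.15, adjusted p = 0.00508) fell in limma. With the 2 groups fitted alone, and the same log2 changes, the limma adjusted p was 0.0683 for Scnn1b and 0.0637 for Csf1. Of the cholesterol synthesis list 12 of 18 measured members rose from E6.5 to E8.5, 15 when adjusted over the list alone (median log2 change of 0.80, 18 of 18 members above 0, limma camera adjusted p = 2.8e-15, and adjusted p = 0.0446 with an estimated correlation). The count was 7 without E6.5 replicate 1, E8.5 replicate 3 or the 7 libraries high in placenta or yolk sac genes, 0 without E6.5 replicate 2 and 2 without E8.5 replicate 4. Sqle, which encodes squalene epoxidase, rose in limma (log2 change of 1.40 ± 0.32, adjusted p = 0.0116), but not without E6.5 replicate 2 (adjusted p = 0.0775, log2 change 1.16).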

In the current dataset, we identify progesterone as one of the active hormonal upstream regulators both at E6.5 to E8.5 and E8.5-E10.5. Progesterone is not present as predicted upstream regulator from E10.5 to E12.5 and comes up again at E12.5-E15.5 with a negative Z score predictive value, showing the switch of this hormonal system to an inhibited state.

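From E12.5 to E15.5 the targets of progesterone again move in both directions, and the list of cholesterol synthesis genes shifts down. Rbp4, which encodes the serum carrier of retinol, the lipase gene Lpl and the Rac activator gene Tiam1 rise, and Mpo, which encodes the neutrophil enzyme myeloperoxidase, falls. Of 10 progesterone targets measured, 6 rose and 4 fell (5 mice each), chosen by the study from this comparison and so not independent evidence. The direction expected of each target was not used, so the counts do not bear on the inhibited state. The count of rises was 3 without E12.5 replicate 2, E12.5 replicate 3, E15.5 replicate 1 or E15.5 replicate 3 and 1 without the 7 libraries high in placenta or yolk sac genes. Rbp4 (log2 change of 1.96 ± 0.44, adjusted p = 0.0149, detected in 4 of 5 mice at E12.5), Lpl (1.22 ± 0.25, adjusted p = 0.00677) and Tiam1 (1.14 ± 0.18, adjusted p = 2.8e-04) rose in limma. Mpo fell in limma (log2 change of -0.89 ± 0.17, adjusted p = 0.004, detected in 4 of 5 mice at E15.5). Without the 7 libraries high in placenta or yolk sac genes the limma adjusted p was 0.0804 for Rbp4 (log2 change 1.75) and 0.257 for Lpl (log2 change 1.03). The limma adjusted p was 0.089 for Mpo with the 2 groups fitted alone and the same log2 change. Of the cholesterol synthesis list 3 of 18 measured members fell, 9 when adjusted over the list alone (median log2 change of -0.51, 18 of 18 members below 0, limma camera adjusted p = 2.3e-10, and adjusted p = 0.0719 with an estimated correlation). The count was 1 without E12.5 replicate 1, E12.5 replicate 2, E12.5 replicate 4 or E15.5 replicate 2 and 0 without E12.5 replicate 3, E15.5 replicate 1, E15.5 replicate 3 or the 7 libraries high in placenta or yolk sac genes. Pgr, the gene of the progesterone receptor, did not pass the F test over pregnancy (limma F test adjusted p = 0.229). It had means of 7.15 ± 0.26 at E10.5, 7.50 ± 0.14 at E12.5 and 7.28 ± 0.14 at E15.5. Its single comparison of E6.5 with E12.5 did pass in limma (log2 change of 0.60 ± 0.21, adjusted p = 0.0294).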

This finding draws attention to the E10.5-E12.5 window for which 22 upstream regulators are predicted, 6 of which the function is predicted as activated and 16 are predicted as inhibited. 

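Between E10.5 and E12.5 the uterus loses transcripts of dividing cells. Among the genes that fall are Cdt1 and Mcm4, which license DNA for replication, Rfc5, which encodes a subunit of the clamp loader, and Cks2, which encodes a partner of cyclin-dependent kinases. Most measured targets of the 22 regulators fall too, cell cycle genes among them. From the shift of progesterone from a predicted active state up to E10.5 to an inhibited state from E12.5, the paper reasons that the window between them merits attention. The 22 regulators have 67 distinct targets measured here, of which 17 rose and 48 fell, 18 of the latter from the cell cycle list. As the targets were picked from this comparison, the counts are not independent evidence. They also leave aside the direction expected of each target, and so do not bear on which regulators are active or inhibited. The count of falls was 24 without E10.5 replicate 1, 30 without E10.5 replicate 2, 23 without E10.5 replicate 3, 26 without E10.5 replicate 5 or E12.5 replicate 1, 29 without E12.5 replicate 2, 28 without E12.5 replicate 3, 20 without E12.5 replicate 5 and 4 without the 7 libraries high in placenta or yolk sac genes. Of the cell cycle and DNA replication list 18 of 55 measured members fell, 49 when adjusted over the list alone (5 mice each, median log2 change of -0.79, 53 of 55 members below 0, limma camera adjusted p = 3.1e-43, and adjusted p = 0.0153 with an estimated correlation). The count was 10 without E10.5 replicate 1, E10.5 replicate 3 or E10.5 replicate 5, 11 without E12.5 replicate 1, 9 without E12.5 replicate 2 or E12.5 replicate 5 and 2 without the 7 libraries high in placenta or yolk sac genes. Cdt1 (log2 change of -0.89 ± 0.17, adjusted p = 0.00399), Mcm4 (-0.72 ± 0.15, adjusted p = 0.0101), Rfc5 (-0.77 ± 0.13, adjusted p = 0.00144) and Cks2 (-0.71 ± 0.13, adjusted p = 0.00337) fell in limma. Without the 7 libraries high in placenta or yolk sac genes the limma adjusted p was 0.0634 for Cdt1 (log2 change -0.94), 0.111 for Mcm4 (log2 change -0.74) and 0.0707 for Cks2 (log2 change -0.72). As many libraries left out at random called as few genes at this step in 44 of 100 draws. The apoptotic cell clearance list moved up as a whole (median log2 change of 0.15, 26 of 32 members above 0, limma camera adjusted p = 2.1e-04, and adjusted p = 0.00258 with an estimated correlation). The receptor gene Havcr1 led it in limma (log2 change of 1.71 ± 0.23, adjusted p = 6.7e-05).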

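Most measured targets of NUPR1, a stress-induced regulator of chromatin, fall from E10.5 to E12.5. Which of them NUPR1 is expected to raise or lower was not used, so this does not bear on its predicted state. Lmnb1 encodes lamin B1, Lbr the lamin B receptor, Plk1 a kinase of mitosis, Spag5 a protein of the mitotic spindle and H2ac12 a histone. Of 16 NUPR1 targets measured, 12 fell and 3 rose (5 mice each), 5 of them in the cell cycle list, and the study picked the targets from this comparison, so the counts are not independent evidence. The count of falls was 7 without E10.5 replicate 3 or E12.5 replicate 5, 6 without E10.5 replicate 5, E12.5 replicate 1 or E12.5 replicate 2 and 1 without the 7 libraries high in placenta or yolk sac genes. Lmnb1 (log2 change of -1.09 ± 0.21, adjusted p = 0.00463), Lbr (-0.53 ± 0.11, adjusted p = 0.00825), Plk1 (-1.10 ± 0.21, adjusted p = 0.00414), Spag5 (-1.18 ± 0.22, adjusted p = 0.00395) and H2ac12 (-1.25 ± 0.25, adjusted p = 0.00564) fell in limma. Without the 7 libraries high in placenta or yolk sac genes the limma adjusted p was 0.0715 for Lmnb1 (log2 change -1.05), 0.172 for Lbr (log2 change -0.47), 0.0515 for Plk1 (log2 change -1.15) and 0.138 for H2ac12 (log2 change -1.13). With the arrays scaled to 1 median it was 0.0625 for Lbr (log2 change -0.55) in limma.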

NUPR1, has the highest positive predictive Z score at E10.5 to E12.5. TBX2, with the highest negative predictive Z score at E10.5 to E12.5 is also listed as an inhibited upstream regulator for the E12.5 to 15.5 window of differential gene expression.

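The targets of TBX2, a transcriptional repressor, are mostly cell cycle genes, and they fall at both steps. Which of them TBX2 is expected to raise or lower was not used, so this does not bear on its predicted state. Chaf1b, which encodes a subunit of the factor that loads histones on new DNA, falls from E10.5 to E12.5, and Cdk1, which encodes the kinase that starts mitosis, falls from E12.5 to E15.5. Birc5, which encodes a protein of dividing chromosomes, falls at the later step as well. All 11 measured targets fell from E10.5 to E12.5, 8 of them in the cell cycle list, and all 5 fell from E12.5 to E15.5 (5 mice each), which is not independent evidence because the targets come from these comparisons. The first count was 4 without E10.5 replicate 1 or E12.5 replicate 5, 5 without E10.5 replicate 3, E10.5 replicate 5, E12.5 replicate 1 or E12.5 replicate 2, 7 without E12.5 replicate 3 and 0 without the 7 libraries high in placenta or yolk sac genes. The second was 3 without E12.5 replicate 2, E12.5 replicate 5, E15.5 replicate 1 or E15.5 replicate 4, 1 without E12.5 replicate 3, E12.5 replicate 4, E15.5 replicate 2 or E15.5 replicate 3 and 0 without the 7 libraries high in placenta or yolk sac genes. Chaf1b fell from E10.5 to E12.5 in limma (log2 change of -0.79 ± 0.17, adjusted p = 0.00958), and Cdk1 (-1.13 ± 0.24, adjusted p = 0.011) and Birc5 (-1.18 ± 0.25, adjusted p = 0.00909) from E12.5 to E15.5. Without the 7 libraries high in placenta or yolk sac genes the limma adjusted p was 0.0715 for Chaf1b (log2 change -0.86) and, for the later step, 0.445 for Cdk1 (log2 change -0.84) and 0.291 for Birc5 (-0.99). Over all genes, as many libraries left out at random called as few in 44 of 100 draws at the first step and 48 at the second. Of the cell cycle list 7 of 55 measured members fell from E12.5 to E15.5, 31 when adjusted over the list alone (median log2 change of -0.55, 55 of 55 members below 0, limma camera adjusted p = 1.7e-25, and adjusted p = 0.0719 with an estimated correlation). The count was 16 without NP replicate 1, 11 without NP replicate 2 or E15.5 replicate 5, 12 without E6.5 replicate 2, 3 without E12.5 replicate 3 or E12.5 replicate 4, 4 without E15.5 replicate 1 or E15.5 replicate 4, 2 without E15.5 replicate 3 and 0 without the 7 libraries high in placenta or yolk sac genes.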

## Discussion

Parturition is a natural phenomenon at the end of mammalian pregnancy when fetal maturation is compatible with extra-uterine life. Currently, both preterm labour and functional labour dystocia are clinical challenging obstetrical problems for which only limited therapeutics are available. Functional progesterone withdrawal, prostaglandin synthesis, oxytocin receptor activity and the expression of connexin-43 are all essential to activate voltage gated calcium channels and induce the high connectivity between uterine myocytes required for functional labour. The main goal of the current study is to identify upstream regulators that play a role in the initiation of parturition and the timely regulation of all pathways essential to attain synchronized contractions.

In the current study we collected uterine tissues from E6.5 to E17.5 in pregnant FVB mouse as well as from control non-pregnant mice and determined gestational time-point specific gene expression profiles using micro-array. Time points after E17.5 were not investigated as they have been previously well studied [32, 33, 35] and do not contribute to the aim of the current paper.

PCA shows proper clustering of gene expression profiles for the different sample time points.

Although the data from the non-pregnant mice uterus are not directly relevant for the identification of putative upstream regulators of labour they do demonstrate the validity of our approach. *LOC100047285*, *Prss28*, *Spink3* and *Nppa* that are upregulated (lfc >5) at E6.5 compared to non-pregnant, are down regulated at E8.5 compared to E6.5 (**Fig** 3C) indicating a rather stage specific flip of gene expression in early pregnancy.

*Prss28* (also known as *Isp1* implantation serine protease1) and *Spink3* (Secretory peptidase inhibitor) have both been previously implicated in implantation related processes[43–45]. Also Proline rich acidic protein 1 *(Prap1)* that is upregulated at E6.5 compared to non-pregnant has well-established functions in implantation [46].

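Prap1, the gene of a secreted acidic protein of the uterine glands, is strongly raised at E6.5, at a time when other genes of the epithelium are lowered. Krt19, a keratin gene, Elf3, the gene of an epithelial transcription factor, and Msx1, the gene of a homeobox factor of the receptive uterus, are among the lowered ones. The paper took the NP mice at random and describes scraping for pregnant mice only, so the NP uteri are not matched to those of E6.5. The mean of the oestrogen response list ran from 6.84 to 9.69 in NP, against 7.86 to 8.25 at E6.5. Between NP mice the standard deviation was 3.31 for Prap1 and 2.19 for Elf3. Prap1 rose in limma (log2 change of 6.10 ± 1.28, adjusted p = 0.00176, detected in 3 of 4 NP mice, 4 mice each). Over the pregnant time points it did not differ (limma F test adjusted p = 0.485, difference of 2.49 log2 between highest and lowest), with 5.18 in E8.5 replicate 3 against 14.18 to 14.41 in the other E8.5 mice. Without that mouse the highest and lowest time points lay 0.53 log2 apart (limma F test adjusted p = 0.986). Of the epithelium list 13 of 29 measured members fell, 17 when adjusted over the list alone and 3 rose (median log2 change of -1.15, 22 of 29 members below 0, limma camera adjusted p = 2.4e-05, and adjusted p = 0.254 with an estimated correlation), and limma's fry gave an adjusted p of 0.0634. Krt19 (log2 change of -2.64 ± 0.45, adjusted p = 2.0e-04), Msx1 (-2.53 ± 0.33, adjusted p = 3.4e-06) and Elf3 (-2.86 ± 0.63, adjusted p = 0.00275) fell in limma. The Wnt ligand gene Wnt7a fell in limma (at least 3.1-fold, with means of 6.62 in NP, and 4.63 at E6.5 and not well above background, adjusted p = 1.9e-04). Ezr, the gene of a linker of membrane and cytoskeleton, is not in that list but in the list of adipose tissue and mesothelium, and fell in limma too (log2 change of -1.57 ± 0.26, adjusted p = 1.5e-04). With the 2 groups fitted alone, and the same log2 changes, the limma adjusted p was 0.115 for Elf3 and 0.089 for Wnt7a.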

Implantation requires an adaptive immune response where the maternal immune system should accept the fetus as a partial allograft. 

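The lists of natural killer cell and interferon response genes shift upward from E6.5 to E8.5, as single granzyme genes do. Gzme, Gzmd and Gzmg encode granzymes of uterine natural killer cells, Gzmb the granzyme of killer lymphocytes in general, Prf1 the pore-forming protein perforin and Zap70 a kinase of T and killer cell receptors. Oas1g, Gbp3 and Ifi35 are induced by interferon. The 8 inflammatory mediators have 109 distinct targets measured for E6.5 to E8.5, of which 73 rose and 34 fell, counts on the comparison from which the study chose the targets and so not independent evidence. The count of rises was 43 without E6.5 replicate 1, 29 without E6.5 replicate 2, 46 without E6.5 replicate 3, 44 without E8.5 replicate 2, 35 without E8.5 replicate 3 and 45 without E8.5 replicate 4. Of the natural killer cell list 14 of 25 measured members rose, 16 when adjusted over the list alone (4 mice each, median log2 change of 0.88, 22 of 25 members above 0, limma camera adjusted p = 4.7e-16, and adjusted p = 0.0896 with an estimated correlation). Of the interferon response list 8 of 34 measured members rose, 10 when adjusted over the list alone (median log2 change of 0.42, 33 of 34 members above 0, limma camera adjusted p = 7.0e-12, and adjusted p = 0.0446 with an estimated correlation). The count was 5 without E8.5 replicate 3. Gzme (log2 change of 3.37 ± 0.55, adjusted p = 4.3e-04), Gzmd (3.31 ± 0.56, adjusted p = 7.4e-04), Gzmg (3.00 ± 0.59, adjusted p = 0.00334), Prf1 (3.34 ± 0.52, adjusted p = 2.6e-04) and Zap70 (1.47 ± 0.31, adjusted p = 0.00577) rose in limma. Gzmb rose in limma (at least 3.17-fold, with means of 4.63 at E6.5 and not well above background, and 6.65 at E8.5, adjusted p = 4.2e-04). With the probe of the highest mean for each gene the limma adjusted p was 0.4 for Prf1 (log2 change 0.47). Oas1g (log2 change of 1.65 ± 0.27, adjusted p = 4.2e-04), Gbp3 (0.80 ± 0.16, adjusted p = 0.0035) and Ifi35 (0.78 ± 0.16, adjusted p = 0.00527) rose in limma too.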

As elucidated in the results section, progesterone and inflammatory mediators (NFKB, STAT1, TLR2, TLR4, TNF, IL2, IL3, and IL6) are active upstream regulators at E6.5-E8.5–10.5 (**Fig** 4 and Table 1). Coinciding with progesterone withdrawal, activation of the inflammatory response is a well-known mechanism in the activation of labour. In the current dataset the activating inflammatory mediators between E6.5 and E10.5 disappear at E10.5 after which a subset reappears as inhibited upstream activators.

The immune related role of CSF2 (Predictive Z-score -2.82) in early pregnancy has been well described [47]. In the current study, CSF2 is predicted as an active upstream regulator from E6.5 to E10.5 after which it comes up as inhibited, suggesting a possible role in prevention of inflammatory response in mid-pregnancy. 

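The measured targets of the 3 regulators are few, and from E12.5 to E15.5 those of PPARG and nitric oxide move in both directions while all ADRB targets that passed fell. Among the targets of PPARG, a nuclear receptor of fat cells, Cidea, which encodes a protein of lipid droplets, and the lipase gene Lpl rise, while Birc5, which encodes a protein of dividing chromosomes, falls. Cyp51, which encodes an enzyme of the cholesterol pathway, is a target of the adrenergic receptor complex. Of 10 PPARG targets measured 5 rose and 4 fell, of 5 ADRB targets 4 fell and 1 did not pass, and of 3 nitric oxide targets 1 rose and 2 fell (5 mice each), targets picked from this comparison and so not independent evidence. The direction expected of each target was not used, so the counts do not bear on the predicted active state. The count of rises for PPARG was 1 without the 7 libraries high in placenta or yolk sac genes. The ADRB count was 2 without E12.5 replicate 1 or E12.5 replicate 4, 1 without E12.5 replicate 2 or E15.5 replicate 2 and 0 without E12.5 replicate 3, E15.5 replicate 1, E15.5 replicate 3 or the 7 libraries high in placenta or yolk sac genes. The count of falls for nitric oxide was 1 without E12.5 replicate 1, E12.5 replicate 2, E12.5 replicate 3, E15.5 replicate 1, E15.5 replicate 3 or E15.5 replicate 5 and 0 without the 7 libraries high in placenta or yolk sac genes. Cidea rose in limma with a log2 change of 1.77 ± 0.23, adjusted p = 2.1e-05.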

At the same time, active upstream regulators at E12.5-E15.5 such as Nitric oxide (Z-score 2.00) [48, 49], beta-adrenergic receptor complex ADRB (Z-score 2.24) [50, 51], PPARG (Z-score 2.51) [52–54] are established mediators of uterine quiescence.

The gene expression clusters during gestation shed light on the complexity of gene networks and the molecular cascades required for the on-going pregnancy and in preparation for parturition. Particularly, clusters 3, 4, 5, 6 & 7 that show significant enrichment in specific biological processes. Cluster 3 enriched in processes involving cellular mechanisms of regulation of gene expression and protein synthesis decreases from early to late pregnancy.

Cluster 4 & Cluster 5 indicate a suppression of T-cell receptor signaling/T cell activation during mid-pregnancy. On the other hand cluster 6 which increases from early to late pregnancy shows an enrichment in Toll-like receptor signaling some of which have been known to play an active part in labour [55, 56].

Functional progesterone withdrawal and induction of prostaglandins is one of the known key regulators to the transition from quiescence to overt labour in both mice and humans [57–59]. Previous studies in mice have shown that the increased expression of the oxytocin receptor and connexin-43 after E15.5 are preceded by the downregulation of the zinc finger transcription factors *Zeb1* and *Zeb2* evoked by the upregulation of the miR-200 family that perform a central role in the process of progesterone mediated uterine quiescence [26, 35]. We observe *Zeb1* in cluster 1 which decreases from early to mid-pregnancy.

IPA defines progesterone as active upstream regulator in both the E6.5 to E8.5 and the E8.5 to E10.5 time windows fitting its well established role in the maintenance of pregnancy. Progesterone switches to an inhibited upstream regulator in the E12.5 to E15.5 window indicating functional progesterone withdrawal and highlighting the interest for the E10.5 to E12.5 time window.

From studies in C57Bl/6 mice it is evident that the transcription factor E47-like factor 3(*Elf3*) increases from E13.5 to E16.5 [33]. *Elf3* is able to regulate the promoter activity of *Ptgs1* (also known as *Cox-1*) that compared to E13.5 is upregulated at E15.5 and is responsible for the production of prostaglandins. Similarly, we observe *Elf3* in Cluster 6 and *Ptgs1* in Cluster 7 with a 1.7 lfc in expression during the E12.5 to E15.5 window in FVB mouse uterus. This again highlights the importance of the E10.5 to E12.5 time window for the identification of novel upstream regulators.

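Elf3, the gene of an epithelial transcription factor, is highest late in pregnancy, but its step from E12.5 to E15.5 does not pass on its own. Its log2 change from E12.5 to E15.5 was 1.11 ± 0.56 (limma adjusted p = 0.457, 5 mice each). The mean log2 value was 9.51 ± 2.19 in NP, 7.98 ± 0.55 at E10.5, 8.73 ± 0.40 at E12.5, 9.83 ± 0.39 at E15.5 and 10.29 ± 0.40 at E17.5. The other gene of the sentence is not analysed here, because no probe kept here carries its symbol.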

Previous studies on tumor protein p53 (*Trp53*), one of the active upstream regulators at E10.5 to E12.5 identified in the current study, have shown that mice with a conditional deletion of uterine *Trp53* have an increased incidence of preterm birth. In addition, 75% of dams with preterm birth also show signs of dystocia with prolonged labour over a period of 12 hours [30].

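Nupr1, the gene of a stress-induced regulator of chromatin, is lowest at E6.5 and highest at E17.5 of the pregnant time points, and Tbx2, the gene of a transcriptional repressor, declines between early and late pregnancy. Nupr1 had means of 9.63 ± 0.65 in NP, 10.64 ± 0.19 at E6.5, 10.80 ± 0.33 at E8.5, 11.00 ± 0.32 at E10.5, 11.22 ± 0.22 at E12.5, 11.46 ± 0.12 at E15.5 and 11.84 ± 0.20 at E17.5, with a limma F test adjusted p of 1.4e-04 and 1.20 log2 between the extremes. Tbx2 had means of 5.93 ± 0.27 at E6.5, 5.80 ± 0.09 at E8.5, 5.43 ± 0.21 at E10.5, 5.16 ± 0.60 (detected in 3 of 5 mice) at E15.5 and 5.11 ± 0.15 (detected in 4 of 5 mice) at E17.5, with a limma F test adjusted p of 0.0203 and 0.82 log2 between the extremes. Without E6.5 replicate 4 the adjusted p of Tbx2 was 0.061 in the same limma test (difference 0.70 log2), and without the 7 libraries high in placenta or yolk sac genes 0.0903 (difference 0.74). From E10.5 to E12.5, the window of the prediction, Nupr1 changed by 0.22 ± 0.19 (limma adjusted p = 0.767) and Tbx2 by -0.06 ± 0.22 (adjusted p = 0.973) on the log2 scale.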

NUPR1 predicted as an active upstream regulator, (*Nupr1*) present in cluster 6 gradually increases from early to late pregnancy and TBX2 predicted as an inhibited upstream regulator (*Tbx2*) is present in cluster 1 decreases from early to late pregnancy. TP53 (*Trp53*) present in cluster 6 decreases towards late pregnancy. In addition to TP53, we also observe NUPR1, TBX2, HGF and PTGER2 as upstream regulators with an absolute predictive Z-score above 3 identified at E10.5 to E12.5. They are strong candidates to play an important role in regulating the molecular events that are necessary for the transition from uterine quiescence to initiation of parturition.

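Like those of the other candidates, the targets of HGF, a growth factor, and of PTGER2, a prostaglandin receptor, fall from E10.5 to E12.5 and are mostly cell cycle genes. Plk1, which encodes a kinase of mitosis, is a target of both. Ptger2 itself, the receptor's gene, did not pass the test over the pregnant time points. Of 10 HGF targets measured 10 fell, 7 of them in the cell cycle list, and of 9 PTGER2 targets 8 fell, 6 of them in that list (5 mice each), targets chosen from this comparison and so not independent evidence. The direction expected of each target was not used, so the counts do not bear on the predicted inhibited state. The HGF count was 3 without E10.5 replicate 1, E12.5 replicate 1 or E12.5 replicate 5, 2 without E10.5 replicate 3, 4 without E10.5 replicate 5, 5 without E12.5 replicate 2, 6 without E12.5 replicate 3 and 0 without the 7 libraries high in placenta or yolk sac genes. The PTGER2 count was 4 without E10.5 replicate 1, E12.5 replicate 1 or E12.5 replicate 3, 5 without E10.5 replicate 2, 3 without E10.5 replicate 3, E10.5 replicate 5, E12.5 replicate 2 or E12.5 replicate 5 and 1 without the 7 libraries high in placenta or yolk sac genes. Over the pregnant time points the limma F test adjusted p was 0.212 for Ptger2, with 0.76 log2 between the extremes, and Hgf was not above background in most mice and is not assessed.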

### Limitations of the study

The limitations of the study are the probe coverage and the fact that gene expression is unable to quantify regulation at the translational or posttranslational level. Given the homogeneity of gene expression within samples from a particular gestational time point and the profound positive correlations with previous experimental observations this study is a valuable asset of genes playing a role in gestation and parturition.

## Supporting information

S1 Table Seven clusters. Each worksheet contains the mouse genes expressed in that specific cluster with scaled normalized relative gene expression data.
(XLS)

S2 Table Go enrichment of clusters. Each worksheet displays GO terms (Column A) of all biological processes per gene expression cluster. Adjusted P values <0,05 are considered statistically significant and are highlighted.
(XLS)

S3 Table Differentially expressed genes between consecutive time points (DEGcts). Each worksheet contains the DEGcts for the indicated specific time point comparison. Lfc expression level and adjusted P value are indicated. Lists are ranked by adjusted P-value. Data are used to construct Fig 3.
(XLS)

S4 Table Pathway enrichment for differentially expressed gene sets between non-pregnant uterus and different embryonic stages. Each worksheet contains enriched pathways specific the indicated time point comparison.
(XLSX)

S5 Table Defined upstream regulators. Upstream regulators corresponding to the differentially expressed genes defined for each consecutive time point comparison are listed. For each upstream regulator, the functional role and functional direction (either activating or inhibiting their downstream targets) as well as their downstream reported (human) genes are indicated.
(XLSX)

S1 Fig Definition of the optimal cluster number. Weighted gap statistic measures within-clusters homogeneity and determining the minimum of clusters (x-axis) that explains the highest fraction of variance between differential gene expression patterns (y-axis). The optimal number of clusters was defined based on the saturation point of the curve.
(PDF)

S2 Fig Volcano plots of DEGcts of non-pregnant versus E6.5 with the log2 fold change (logFC) on the x-axis and adjusted P value on the y-axis. Please note that axis scales are not uniform.
(TIF)

S3 Fig Volcano plots of DEGcts of E6.5 versus E8.5 with the log2 fold change (logFC) on the x-axis and adjusted P value on the y-axis. Please note that axis scales are not uniform.
(TIF)

S4 Fig Volcano plots of DEGcts of E8.5 versus E10.5 with the log2 fold change (logFC) on the x-axis and adjusted P value on the y-axis. Please note that axis scales are not uniform.
(TIF)

S5 Fig Volcano plots of DEGcts of E10.5 versus E12.5 with the log2 fold change (logFC) on the x-axis and adjusted P value on the y-axis. Please note that axis scales are not uniform.
(TIF)

S6 Fig Volcano plots of DEGcts of E12.5 versus E15.5 with the log2 fold change (logFC) on the x-axis and adjusted P value on the y-axis. Please note that axis scales are not uniform.
(TIF)

S7 Fig Volcano plots of DEGcts of E15.5 versus E17.5 with the log2 fold change (logFC) on the x-axis and adjusted P value on the y-axis. Please note that axis scales are not uniform.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

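RNA of the uterus was measured on 32 Illumina MouseRef-8 v2 arrays, 1 FVB mouse per array. The mice were non-pregnant (NP) or at 1 of 6 days of gestation. There were 4 mice in each of NP, E6.5 and E8.5 and 5 at each later time point. The authors deposited 1 summarised intensity per probe and array, on a linear scale and before any normalisation, and the lowest of these is 76.7. Beside each intensity the authors deposited a detection p-value, which sets the probe against negative control beads. The authors also deposited log2 values, made from the intensities with limma by background correction with control probes, quantile normalisation and log2, over the probes that passed the detection filter. How the scanner's software summarised the beads is not given in the sources used here.

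The values here were computed anew from the intensities with limma 3.58.1 in R 4.3.3. The function neqc was used with an offset of 16 and with negative controls inferred from the detection p-values, followed by quantile normalisation over all 32 arrays. Probes whose detection p-value was above 0.05 on all 32 arrays, 5528 of 25697, were left out afterwards. Of the 20169 probes kept, 18903 carry 1 gene symbol and 1266 carry none and were not tested as genes. Where several probes measure a gene, which was so for 3704 genes, the probe with the highest standard deviation over the arrays was taken. This gave 13439 genes, of which 13430 matched a symbol in the reference table of genes. The log2 values differ from the authors' by a median of 0.000323, and 1 value is missing from the authors' table. No 2 libraries hold the same values (highest correlation 0.988).

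Between 13280 and 14357 probes per array, with a median of 13869, had a detection p-value below 0.05. A gene with no detected array in a group counts as not well above background there, and its change is then given as a bound. The test for single genes was tested on simulated data with 200 changed genes among the 13439 in each comparison. From NP to E6.5, with 4 mice each, it recovered 26 percent of the genes changed by 0.5 log2, 78 percent of those changed by 1 log2 and 100 percent at 2 log2. From E15.5 to E17.5, with 5 mice each, it recovered 40, 92 and 96 percent. Beside the changed genes it called 9 unchanged genes in the first of these simulations and 6 in the second. The simulated noise was independent between genes. It holds no deviation shared by the genes of a library, so these numbers need not hold for the real arrays.

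Time points were compared with limma's linear models and moderated tests, 2-sided, in 1 fit with a mean for each of the 7 groups, at an adjusted p of at most 0.05 by the Benjamini-Hochberg method within each comparison. Genes differing within pregnancy were those past this threshold in any of the 15 comparisons between the 6 pregnant time points, and a moderated F test over these time points was run beside it. The principal components were computed in R from the centred values of all genes, and the grouping by time point was tested with a 1-sided permutation test of the mean silhouette in Python 3.11.15 with numpy 2.4.6. Clusters were formed by k-means with 7 centres and 50 starts on the scaled means of the 6 pregnant time points. In all 30 gene lists with at least 5 measured members were drawn up from general knowledge, and were tested with limma's camera in each comparison and with Fisher's exact test in the study's clusters. The targets of upstream regulators were taken from the study's table and counted without a test, because the prediction program and its knowledge base are not used here. The direction in which a regulator is expected to move each target was not used. Counts of rises and falls therefore do not bear on whether a regulator is active or inhibited.

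The design, the gene lists, the genes to be named and the alternatives in processing were set before the data were examined, apart from the fit without the 7 libraries high in placenta or yolk sac genes and the genes said in the text to be chosen later. Genes were named by a rule. It takes the 10 genes with the largest increase and the 10 with the largest decrease in each consecutive comparison, up to 4 members with the smallest adjusted p of each list, the genes that the paper's text names and the targets of NUPR1, TBX2, progesterone and HNF4A. From this set the passages give a part, and the paper's tables had been seen when the rule was written. Members of clusters and targets of other regulators were named after their values had been seen. Of 22 genes that the paper's text names, 16 were measured here, and for 6 no kept probe carries the symbol. This does not show that they were undetected, as 1266 kept probes carry no symbol. The paper itself places some of them in its clusters. The alternatives cover the source of the values, background correction, normalisation between arrays, the detection filter, the probe taken per gene, the linear model, the replicate number as a block, the test for gene lists and each library left out in turn. Left out of the analysis were the enrichment of functional terms and the regulator prediction, whose reference sets are not used here. The copies of the study's tables used here lack 2 genes of cluster 4, 1 gene of the E6.5 to E8.5 comparison and 1 of E15.5 to E17.5.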

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

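The share of yolk sac genes in E17.5 replicate 2, the comparison of spans and the smooth muscle test below were chosen only after the result was seen, as was the fit without the 7 libraries.

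In 13 of 224 groups of mice 1 mouse stood far from the others, by the ratio of its gap to the group's range, and chance alone does this in about 1 in 20 groups. E10.5 replicate 4 was high in trophoblast and placenta genes (7.82 against 4.90 to 4.97, ratio 0.974), decidual stroma genes (8.80 against 7.87 to 7.98, ratio 0.873), yolk sac genes (6.20 against 5.66 to 5.78, ratio 0.771) and adipose and mesothelium genes (6.80 against 6.19 to 6.33, ratio 0.768). E17.5 replicate 2 was high in trophoblast genes (6.34 against 4.95 to 5.28, ratio 0.763) and low in smooth muscle genes (9.69 against 10.32 to 10.49, ratio 0.794). E8.5 replicate 3 was low in Prap1, the gene of a secreted gland protein (5.18 against 14.18 to 14.41, ratio 0.975), and in Hsd11b1, the gene of the enzyme that regenerates glucocorticoid (9.22 against 11.68 to 11.86, ratio 0.934), and high in the growth factor gene Hgf, near background (5.38 against 4.47 to 4.61, ratio 0.844). In oviduct and ovary genes E6.5 replicate 2 was high (5.61 against 5.50 to 5.51, ratio 0.880) and E12.5 replicate 4 low (5.62 against 5.79 to 5.84, ratio 0.732). E12.5 replicate 2 was high in adipose and mesothelium genes (7.23 against 6.69 to 6.84, ratio 0.717), and E6.5 replicate 1 low on PC1 (-45.5 against -42.9 to -42.6, ratio 0.893).

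In lists that the paper does not discuss, the mean of every mouse of a time point lay above that of every NP mouse, by over 1 log2 on average. For natural killer cell genes the gap was 1.99 at E8.5, 2.50 at E10.5, 2.22 at E12.5 and 1.76 at E15.5. For the glandular kallikreins it was 2.10 at E10.5, 2.42 at E12.5, 2.40 at E15.5 and 1.50 at E17.5. Yolk sac genes were 1.99 and adipose and mesothelium genes 1.15 higher at E17.5.

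Genes of visceral endoderm and yolk sac were higher at E17.5 than at E15.5. Against 1 mouse carrying the rise, limma's camera gave an adjusted p of 2.5e-11 without E17.5 replicate 2 (1.2e-26 to 0.0645 over all alternatives, the highest with an estimated correlation), 10 members rose without it, and the list mean of 4 of 4 other E17.5 mice lay above every E15.5 mouse. E17.5 replicate 5, which is also among the 7 libraries, stayed in that fit. Without all 7 libraries 6 members rose. The list mean spanned 33.0 times as much between the E17.5 mice as between the E15.5 mice, but the mouse that raised the question sets this span. In the other E17.5 mice the list mean still ran from 6.50 to 7.82, against 6.00 to 6.09 at E15.5. This range includes E17.5 replicate 5, another of the 7 libraries, so whether the uterus of every mouse rose equally cannot be told from it. Of the 36 measured members, 31 (86.1 percent) were higher in E17.5 replicate 2 than in every E15.5 mouse, but this mouse was picked for its high list mean and a rise in its uterus would do the same, so RNA of yolk sac left on it cannot be told apart from such a rise. There Apoa1 stood at 14.35, 8.75 to 13.06 in the other E17.5 mice and 4.60 to 6.54 at E15.5, and Ttr stood at 13.69, 6.56 to 11.05 and 4.57 to 6.04. 7 members were above background in every NP mouse and 9 are in another list, the methods name the removal of embryonic and placental tissue, and a change of the uterus itself with day of gestation stays open, as untested.

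Fewer genes were called without the 7 libraries high in placenta or yolk sac genes than with them, 46 against 182 from E10.5 to E12.5 and 351 against 623 from E8.5 to E10.5, and the smaller number of libraries is a candidate cause. Among 100 draws that left out as many libraries of each time point from the values normalised over all 32, the real one included (46 and 344 genes), 44 called as few from E10.5 to E12.5 and 36 from E8.5 to E10.5. From E12.5 to E15.5 48 draws called as few as the real one (48 genes), and from E15.5 to E17.5 57 draws did (27 genes). Placental RNA may raise the list in E15.5 replicates 2 and 3, whose means were 7.15 and 6.45 against 4.84 to 4.93, and their excess over the other mice correlated with an r of 0.707 over 40 members. Among the most abundant, Ceacam11 stood at 11.74 and 10.31 against at most 5.04, and Igf2 at 10.81 and 10.74 against at most 8.44. No biological explanation was tested for these 2 mice.

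Epithelium genes were higher at E10.5 than at E8.5, and 1 E8.5 mouse with little epithelium could have made this difference. The list mean of E8.5 replicate 3 was 5.05, against 6.65 to 7.11 in the other E8.5 mice and 7.08 to 7.78 at E10.5. Without it limma's camera still gave an adjusted p of 3.3e-06 (5.0e-14 to 0.338 over all alternatives, the highest with an estimated correlation), while the members that rose went from 12 to 4 of 29 and the median log2 change from 1.15 to 0.87. Against a smaller share of decidua, which would raise the genes of every other tissue, smooth muscle genes had a median log2 change of -0.165. A change of the epithelium with day of gestation stays open, as untested.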

How the results depend on the processing

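The fit without the 7 libraries high in placenta or yolk sac genes and the permutation of the replicate numbers were chosen only after the values were seen. With 4 or 5 mice per time point 1 library more or less moves counts of genes whose adjusted p lies near 0.05, and low signal limits the genes detected at few time points. In all 159 results for single genes were tested under the alternatives, and those between consecutive time points kept their direction in each of them. For results over the pregnant time points only the size of the largest difference was compared, so a change of direction could not show. Of the 159 results, 18 lost their call with the 2 groups fitted alone, 15 without the 7 libraries and 3 with 1 library left out. The first were Lox, Des, Fst, Fkbp5, Mrc1, Pgr, Elf3 and Wnt7a from NP to E6.5, Hsd11b1, Krt8, Krt18, Scnn1b and Csf1 from E8.5 to E10.5, Mpo from E12.5 to E15.5 and Apoa1, Afp, Spp2 and Apoa4 from E15.5 to E17.5. A call was also lost by Gzmg, Spp2 and Apoa4 with no background correction, by Zeb1, Pecam1 and Lbr with median scaling, by Zeb1 with cyclic loess and by Prf1 with the probe of the highest mean. The causes were not tested.

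The count from NP to E6.5 was 612 with the 2 groups fitted alone, and that from E15.5 to E17.5 was 12, with fewer mice to estimate the spread. Array weights gave 1111 genes from E6.5 to E8.5, 1096 from E8.5 to E10.5, 492 from E10.5 to E12.5, 385 from E12.5 to E15.5 and 166 from E15.5 to E17.5. Without the 7 libraries the count was 351 from E8.5 to E10.5, 46 from E10.5 to E12.5, 45 from E12.5 to E15.5 and 26 from E15.5 to E17.5. With 1 library left out the counts ranged from 802 to 1235 from NP to E6.5, and over the later steps in order from 166 to 665, 275 to 834, 91 to 286, 103 to 278 and 22 to 87.

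With the replicate number as a block the count from E8.5 to E10.5 was 993, and no other count of genes moved by over 1.5 times. Libraries with the same number had a mean correlation of 0.0344 in their deviations from the group means and those with other numbers one of -0.00900 (permutation p = 0.043, 1-sided, 10000 permutations of the numbers within time points). 12 of 32 libraries correlated best with their own number, where the permutations gave a mean of 6.36 (p = 0.0456), so an effect shared by libraries of the same number is not excluded, and what the numbers stand for is not given in the sources used here.

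Genes differing between pregnant time points numbered 1365 from the consecutive steps alone, 242 with over 1.5 log2 and 114 with over 2 log2. With no background correction the latter 2 were 371 and 182, and with normexp without negative controls 572 and 291, both of which compress changes of dim genes by construction. With 1 library left out the 3 counts were 6284 to 7031, 1045 to 1110 and 550 to 608. PC1 held 41.3 percent of the variance with no background correction, 46.8 over the 1000 genes with the highest SD and 21.4 with scaled genes, and PC2 held 19.1 and 10.1 in the last 2. With 1 library left out PC1 held 35.0 to 37.9 percent and PC2 14.8 to 16.1. The mean silhouette was 0.10 to 0.121 with 1 library left out and 0.0448 to 0.203 in the other alternatives, with a permutation p below 0.05 in each. The adjusted Rand index of the clusters was 0.624 to 0.930 with 1 library left out.

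Of the 30 gene lists 14, 6, 10, 12, 12 and 10 passed limma's camera at the 6 steps in order. With an estimated correlation 3, 2, 0, 6, 3 and 0 did. With fry it was 2 from E8.5 to E10.5, 7 from E10.5 to E12.5 and 5 from E15.5 to E17.5. The trophoblast and placenta list was higher at E10.5 than at E8.5 (limma camera adjusted p = 0.0396) and lower without the 7 libraries (limma camera adjusted p = 0.0207). With 1 library left out the 6 numbers were 12 to 16, 5 to 8, 6 to 15, 9 to 18, 11 to 13 and 8 to 10.

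Without the 7 libraries the targets that rose were 1 for progesterone and 1 for PPARG from E12.5 to E15.5, 5 for HNF4A, and for TNF 20 from E8.5 to E10.5 and 2 from E10.5 to E12.5. Those that fell were, from E10.5 to E12.5, 1 for NUPR1, 0 for TBX2, 0 for HGF, 1 for PTGER2 and 4 over all regulators, and, from E12.5 to E15.5, 0 for TBX2, 0 for ADRB and 0 for nitric oxide. With 1 library left out the falls of progesterone targets ranged from 7 to 19 from E6.5 to E8.5, and the rises from 9 to 25 from E8.5 to E10.5 and from 3 to 6 from E12.5 to E15.5. The rises of TNF targets ranged from 11 to 43, 16 to 37 and 2 to 10 at the 3 steps in order, those of the inflammatory mediators from 29 to 73, those of PPARG from 4 to 5 and those of HNF4A from 6 to 11. Of the labour and regulator genes 8 to 10 differed. The falls ranged from 6 to 12 for NUPR1, 4 to 11 and 1 to 5 for TBX2, 2 to 10 for HGF, 3 to 8 for PTGER2, 0 to 4 for ADRB, 1 to 2 for nitric oxide and 20 to 48 over all regulators. With the E6.5 mice divided between the comparisons, 22.5 genes on average rose to E6.5 and then fell, with fewer mice in each comparison.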

Differences from the paper's values

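Each count that the paper gives for a comparison, and each of the 103 log2 changes in its tables compared for the genes named in the passages, lies near the value found here, a count within 1.5 times and a log2 change within its standard error. The arrays and the main steps are the same, so this is not independent evidence. Where the paper's tables give a gene more than 1 value, the closest was taken.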

Other observations

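From E10.5 to E12.5 the list of ribosome biogenesis genes went down (median log2 change of -0.34, 30 of 33 members below 0, limma camera adjusted p = 5.3e-09, and 0.0278 with an estimated correlation), and limma called 2 members as fallen, 10 when adjusted over the list alone and 15 at an unadjusted p below 0.05. The number called over all genes was 1 without E10.5 replicate 1, E10.5 replicate 2 or E12.5 replicate 5 and 0 without E10.5 replicate 3, E10.5 replicate 5, E12.5 replicate 1, E12.5 replicate 2, E12.5 replicate 3 or the 7 libraries high in placenta or yolk sac genes. Ribosomal protein genes shifted down together (median log2 change of -0.18, 48 of 57 members below 0, limma camera adjusted p = 5.8e-08, and 0.0278 with an estimated correlation), with limma calling 0 members over all genes, 4 when adjusted over the list alone and 14 at an unadjusted p below 0.05. For the B cell list the mean was 4.98 at E10.5, 5.40 at E12.5 and 5.76 at E15.5. The list went up from E10.5 to E12.5 (median log2 change of 0.32, 7 of 8 members above 0, limma camera adjusted p = 7.0e-04, and 0.0153 with an estimated correlation), with 2 members called, and from E12.5 to E15.5 (median log2 change of 0.29, 5 of 8 members above 0, limma camera adjusted p = 0.00169, and 0.0426 with an estimated correlation), with 1 called, Fcmr, which encodes a receptor for IgM (log2 change of 1.33 ± 0.14, limma adjusted p = 2.7e-07, detected in 1 of 5 mice at E12.5). Ly6d, which encodes a surface protein of B cell precursors and of epithelium, rose a step earlier in limma (log2 change of 1.62 ± 0.31, adjusted p = 0.00432), but not without the 7 libraries high in placenta or yolk sac genes (adjusted p = 0.161, log2 change 1.32). The list of oviduct and ovary genes went up from E12.5 to E15.5 as well (median log2 change of 0.17, 14 of 19 members above 0, limma camera adjusted p = 0.00306, and 0.0426 with an estimated correlation), with 1 member called.

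Other splits of the same mice into groups of the same sizes were fitted in the same way. From NP to E6.5 1 of 35 splits gave as many genes as the real one, itself included (real 1102, highest other 97), and from E6.5 to E8.5 1 of 35 splits gave as many genes as the real one, itself included (real 516, highest other 14). From E8.5 to E10.5 1 of 100 splits gave as many genes as the real one, itself included (real 623, highest other 109), from E10.5 to E12.5 3 of 100 splits gave as many genes as the real one, itself included (real 182, highest other 264), from E12.5 to E15.5 2 of 100 splits gave as many genes as the real one, itself included (real 193, highest other 245), and from E15.5 to E17.5 3 of 100 splits gave as many genes as the real one, itself included (real 60, highest other 282). For genes differing between any 2 pregnant time points 1 of 100 random orders gave as many, with a highest other of 930, and the same held with over 1.5 log2 (259) and over 2 log2 (118). Each share lay under the 0.05 set beforehand. At the steps from NP to E10.5 and over the pregnant time points no other split or order that was tried reached the real count. With shares of 1 of 35 or 1 of 100, the smallest these tests can give, chance is unlikely there. At each step from E10.5 on, a split that mixes the time points called more genes than the real one, so chance is not excluded there. The splits with the most genes past the real count point to a structure of the samples: they put E10.5 replicates 1, 3 and 5 with E12.5 replicates 4 and 5, E12.5 replicates 1 to 3 with E15.5 replicates 2 and 3, and E15.5 replicates 1 to 4 with E17.5 replicate 1.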
